# Transcriptomics Provide Insights into Early Responses to Sucrose Signaling in *Lupinus albus*, a Model Plant for Adaptations to Phosphorus and Iron Deficiency

**DOI:** 10.3390/ijms25147692

**Published:** 2024-07-13

**Authors:** Tahmina Shammi, Yishen Lee, Jayati Trivedi, Dakota Sierras, Aniqua Mansoor, Jason M. Maxwell, Matthew Williamson, Mark McMillan, Indrani Chakravarty, Claudia Uhde-Stone

**Keywords:** iron deficiency, nanopore sequencing, phosphate deficiency, sucrose signaling, white lupin

## Abstract

Phosphorus (P) and iron (Fe) deficiency are major limiting factors for plant productivity worldwide. White lupin (*Lupinus albus* L.) has become a model plant for understanding plant adaptations to P and Fe deficiency, because of its ability to form cluster roots, bottle-brush-like root structures play an important role in the uptake of P and Fe from soil. However, little is known about the signaling pathways involved in sensing and responding to P and Fe deficiency. Sucrose, sent in increased concentrations from the shoot to the root, has been identified as a long-distance signal of both P and Fe deficiency. To unravel the responses to sucrose as a signal, we performed Oxford Nanopore cDNA sequencing of white lupin roots treated with sucrose for 10, 15, or 20 min compared to untreated controls. We identified a set of 17 genes, including 2 bHLH transcription factors, that were up-regulated at all three time points of sucrose treatment. GO (gene ontology) analysis revealed enrichment of auxin and gibberellin responses as early as 10 min after sucrose addition, as well as the emerging of ethylene responses at 20 min of sucrose treatment, indicating a sequential involvement of these hormones in plant responses to sucrose.

## 1. Introduction

Phosphorus (P) is an essential mineral nutrient required for plant growth and development and plays important roles in cellular processes such as macromolecule synthesis, energy storage, and signal transduction [1]. P deficiency in soils is a global problem with significant implications for long-term crop sustainability, exacerbated by the misuse of rock phosphate fertilizers [2]. To find solutions, researchers are learning from plants that are well adapted to nutrient deficiencies, such as white lupin (*Lupinus albus*), which has become an illuminating model for the study of plant adaptations to P and iron (Fe) deficiency [3,4]. Under P and Fe deficiency, white lupin forms cluster roots, specialized roots that resemble bottle brushes and that allow white lupin to acquire nutrients unavailable to most other plants [5]. White lupin’s unique adaptations to P deficiency, such as the development of cluster roots to augment the root surface area, have been elucidated through physiological studies [6,7,8,9,10]) and transcriptomics [4,11,12,13,14].

However, the signaling pathways involved in white lupin (or other plants) to sense P deficiency and to elicit responses are not thoroughly understood. Split-root experiments in white lupin have revealed that P deficiency is sensed in the shoot and communicated to the root [15]. This realization started a search to identify the long-distance signal that is transported from shoot to root in response to P deficiency. This research revealed that under P deficiency, microRNA 399 and an increased concentration of sucrose were transported via the phloem to the root, where miR399 targeted PHO2 mRNA, a ubiquitin E2-conjugating enzyme that acts as an inhibitor of the phosphate starvation response [16,17,18]. In white lupin, miRNA399 was not induced under P deficiency in the dark or after stem girdling, indicating that phloem transport of photosynthates, most likely in the form of sucrose, are a requirement for miR399 shoot-to-root signaling [19].

Several studies in recent decades have revealed that sucrose acts not only as a metabolite, but also as a major long-distance signal sent from the shoot to the root to signal P and Fe deficiency [20,21]. In white lupin and Arabidopsis, increased sucrose flux from shoots to roots coincides with changes in root morphology and architecture, resulting in reduced primary root and increased lateral root growth, which increases the surface area to more efficiently mine the soil for scarce nutrients [3,19]. Studies in white lupin have indicated that exogenously supplied sugars and photosynthates stimulate the transcription of several genes involved in cluster root functioning, such as LaPT1 (*Lupinus albus* phosphate transporter 1), *LaSAP* (secreted acid phosphatase) and *LaMATE* (multi-drug and toxin extrusion), indicating that sugar signaling induces the expression of P starvation-responsive genes [19]. 

Later studies showed that sucrose added to the growth medium was able to induce cluster root formation in white lupin [22,23], which usually occurs only in response to P and Fe deficiency. One of these studies [23] indicated that the expression of some P-responsive genes, including LaPT1, was increased by a combination of P limitation and sucrose addition, while the expression of LaSAP was stimulated by sucrose independently of P supply [23]. However, a later study on sucrose-induced cluster roots revealed that externally added sucrose, while triggering cluster root formation, did not result in cluster root functioning, and the expressions of P-responsive genes such as LaSAP and LaMATE were not up-regulated in sucrose-induced cluster roots [22]. These findings indicate that sugars other than sucrose may regulate cluster root function. Recently, trehalose was shown to be involved in both the formation and function of cluster roots [24]. 

The hypothesis that sucrose acts as a signal of nutrient deficiency is further supported by studies that have revealed a role of sucrose in the signaling of other nutrient deficiencies besides P and Fe, including nitrogen (N) and potassium (K) [25]. In soybean, RNA-seq has revealed that sucrose added to the root for 20 or 40 min induces the expression of genes involved in various nutrient deficiencies, particularly those of Fe and N [26]. The somewhat surprising finding that sucrose is involved in the signaling of different nutrient deficiencies may explain the well-known observation of crosstalk, an overlap of signaling pathways and plant responses to various nutrient deficiencies [27]. Indeed, several genes identified as up-regulated in cluster roots of white lupin under P deficiency are also up-regulated in cluster roots under Fe and N deficiency [28,29] while other P-responsive genes are specific to P deficiency [28]. Taken together, these findings indicate that sucrose induces more general stress responses, while other signals, such as microRNAs, may play a role in triggering specific nutrient stress responses [3,30]. 

In addition to a role of sucrose in abiotic stress responses, several studies have revealed a role of sucrose signaling in response to biotic stresses [31,32]. The exogenous application of sucrose, for example, has been shown to induce the expression of defense-related transcription factors in rice [33]. In soybean, genes involved in biotic stresses were enriched among up-regulated genes after the short-term (20 and 40 min) addition of sucrose to the roots [26]. Taken together, many genes in response to biotic and abiotic stresses are induced by sucrose, supporting a role of sucrose as a signaling molecule [34].

RNA-seq is a well-established approach to assess differential gene expression, e.g., in response to nutrient deficiencies [4]. The use of Oxford Nanopore Technologies is making RNA-seq more affordable and enabling the sequencing of longer reads, which is helpful for mapping and for distinguishing splice variants.

Our current study focuses on using Oxford Nanopore cDNA sequencing of white lupin roots grown hydroponically with sufficient nutrients. After three weeks, plant roots were treated with external sucrose added directly into the hydroponics solution for 0 (control), 10, 15, or 20 min. Our goal was to identify early key contributors within the sucrose signaling pathway, giving deeper insight into how white lupin plants respond to sucrose signaling. In the long term, a better understanding of sucrose signaling could help in the development of plants with increased tolerance to biotic and abiotic stresses.

## 2. Results

### 2.1. Nanopore cDNA Sequencing to Assess Short-Term Responses to Sucrose Resulted in 35.5 Million Reads

To mimic the sucrose signal that is transported from the shoot to the root in response to P and Fe deficiency, we added sucrose directly to the roots of hydroponically grown white lupin. We decided to add external sucrose at a concentration of 10 mM based on previous studies that have shown that cluster roots in white lupin can be mimicked by adding sucrose to the growth medium at a concentration range of 2.5 to 12.5 mM, while a further increase to 25 mM sucrose leads to unusual root thickening [22]. This data are in line with the concentration of internal sucrose at the cluster root initiation zone, which was measured at 3.4 mM sucrose [22].

After hydroponic growth in full nutrient solution for three weeks, roots were subjected to external sucrose at a final concentration of 10 mM for 0 (control), 10, 15, or 20 min in three biological replications for a total of twelve samples. Twelve corresponding cDNA libraries were combined into three pools, one for each biological replication, and each biological replication was sequenced on a different Oxford Nanopore Minion flow cell, resulting in an initial 35,545,919 total reads.

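White lupin (*Lupinus albus*) is a legume that forms cluster roots. Its roots were exposed to 10 mM sucrose for 10, 15 or 20 min, or to none (0 min, control), with 3 libraries per time point and 12 in all. Because each biological replication had its own flow cell, libraries with the same replicate number share a flow cell across the 4 time points. The paper describes 1 plant per replicate, whereas the sample labels describe 3 plants. The authors deposited a table with a value for each of 23427 genes in each library, with UniProt protein names and GO terms, and a table of their own comparison of each time point with the control. The values carry the name CPM, but they are whole numbers that sum to between 184071 and 407780 per library, with a median of 323847.5. They were therefore treated as rounded scores, and the number of reads behind a single value is unknown. The median total was 259561 in the control, 336407 at 10 min, 298356 at 15 min and 339599 at 20 min. The 10 genes with the highest values took between 7.26% and 13.8% of a library's total. Some genes with high values in other libraries were listed at 0: of 1150 genes with a value of at least 100 in any library, 150 were at 0 in at least 1 library. For that reason, values are given per library in the order of replicates 1, 2 and 3, and a 0 is reported only as a listed value. A linear model with limma was fitted to log2(value + 1) of all 12 libraries with 4 groups, for the 19138 genes with a value of at least 1 in at least 3 libraries. The values were not scaled between libraries in this fit, whereas the authors' DESeq2 comparison scaled them by a size factor per library. The log2 FC is the difference in mean log2(value + 1) between a time point and the control. Where every library of a group is listed at 0, this difference depends on the added 1 and sets no bound on the fold. Such a group also adds no spread to the fit, so the limma standard error and *p*-value can be too small. Genes were called with the paper's thresholds, a log2 FC of at least 1.5 in size and an unadjusted *p*-value of at most 0.05. All limma *p*-values are two-sided and unadjusted unless given as adjusted by the Benjamini-Hochberg method. For single genes, an exact permutation test (two-sided) compares all 9 sucrose with the 3 control libraries, because 3 against 3 libraries cannot reach a *p*-value under 0.1. Its *p* tells nothing of a single time point. The test reassigns libraries without regard to the flow cell. Coordinates are those of the CNRS_Lalb_1.0 annotation, in which all 23427 gene identifiers were found.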

To further analyze our data, we used the Epi2me wf-transcriptomes workflow available at https://github.com/epi2me-labs/wf-transcriptomes, accessed on 1 May 2024. In this workflow, Pychopper (https://github.com/nanoporetech/pychopper, accessed on 26 April 2024) was used to remove adapters and low-quality read portions. Minimap2 was used to map sequence reads to the *Lupinus albus* reference genome CNRS_Lalb_1.0 (GCA_009771035.1 assembly; submitted. 20 December 2019) [35]. This resulted in a total of 20,879,968 mapped reads corresponding to 24,655 *L. albus* genes (Table 1), which represent about 64% of the currently annotated 38,255 protein-coding genes in the white lupin reference genome (https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_009771035.1/, accessed on 25 April 2024).

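The deposited value table lists 23427 genes, which is 61.2% of the 38255 protein-coding genes in the reference annotation. Between 13808 and 17143 genes per library had a value above 0, and 8941 genes were above 0 in all 12 libraries. Table 1 lists between 1043045 and 2656449 mapped reads per library. The total of a library's values did not follow its mapped reads over the 12 libraries (Pearson's r = -0.126, permutation *p* = 0.694; Spearman's rho = -0.217, permutation *p* = 0.497). Without the pair of libraries farthest from the median number of mapped reads, r was -0.47. The number of genes above 0 did not follow the mapped reads either (Pearson's r = 0.152, permutation *p* = 0.638; Spearman's rho = 0.252, permutation *p* = 0.431), and r was -0.175 without the same pair. These were the 2 relations computed. Adjusted by the Benjamini-Hochberg method, the two-sided *p*-values were 0.694 for both r and 0.497 for both rho.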

### 2.2. A Set of 17 Genes Was Up-Regulated at All Three Time Points of Sucrose Exposure 

Differential expressions of genes and transcripts were further analyzed with DESeq2 [36]. 

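At 10 min, 110 genes passed the paper's thresholds as up-regulated and 14 as down-regulated, out of 19138 tested with limma. An unadjusted *p*-value of at most 0.05 was found for 455 genes (2.38%). The shares at 15 and 20 min were 1.96% and 3.76%. All 3 shares are smaller than the 0.05 that unchanged genes alone would give in a test with an exact error rate. After adjustment over all genes, 1 gene remained at 10 min at an adjusted *p*-value of at most 0.05. It is Lalb_Chr19g0140251, an uncharacterized protein on chromosome 19 from 18071071 to 18071357, with values of 11, 8 and 28 in the control and listed at 0 in all 9 sucrose libraries. Its difference in mean log2(value + 1) was -3.87 (standard error 0.40, *p* = 6.26e-07, adjusted *p* = 0.012, limma, exact permutation *p* = 0.00455), and it stayed between -4.22 and -3.38 with each library left out in turn. Because all 9 sucrose libraries are at 0, the spread comes from the control libraries alone. The limma *p*-values of this gene can therefore be too small. The exact value is the smallest that the 220 assignments of 9 and 3 libraries allow. It disregards the flow cells: only 64 of these assignments take 1 control library from each flow cell, as the design did. Leaving out control replicate 1 or any single 10 min library left 0 genes at an adjusted *p*-value of at most 0.05 in limma. Leaving out control replicate 2, 15 min replicate 2 or 15 min replicate 3 gave 2 genes. With 0.5 in place of 1 added before the logarithm, 266 genes were up-regulated and 42 down-regulated, and with 5, 25 and 2. Without control replicate 1, control replicate 3 or 10 min replicate 3, the up-regulated genes numbered 222, 269 and 168. Without control replicates 1, 2 or 3, the down-regulated genes numbered 30, 36 and 34, and without the 10 min replicates 24, 22 and 22. The median log2 FC of all genes was 0.19 at 10 min, 0.06 at 15 min and 0.26 at 20 min, and median-of-ratios scaling between libraries brought it to 0.01, 0.01 and 0.04. With that scaling, 81 genes were up-regulated and 21 down-regulated at 10 min, a share of 79.4% up-regulated instead of 88.7%. In an F test over the 4 time points, 0 genes had an adjusted *p*-value of at most 0.01 in limma, the lowest was 0.0162, and 384 genes had an unadjusted one of at most 0.05. With median-of-ratios scaling, without 10 min replicate 3 or without 15 min replicate 3, 1 gene reached 0.01. In the authors' deposited table, 60 genes were up-regulated and 23 down-regulated at 10 min at the same thresholds. The calls share 53 and 6 genes with theirs.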

MA (mean average) plots (Figure 1) were used to visualize the resulting log2 FC (fold change) against normalized sequence counts at 10, 15, and 20 min of sucrose exposure, each compared to 0 min (control), revealing that some differential gene expression had already occurred at 10 min after sucrose addition. 

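The first principal component of log2(value + 1) held 38.8% of the variation among the 12 libraries and the second 17.4%. The 4 libraries of flow cell 3 had scores between 73.7 and 98.2 on the first component, and the other 8 libraries had scores between -69.4 and -29.4. Time points accounted for 17.3% of the variation between libraries, against a median of 26.2% over all ways of dividing the libraries into groups of this size (exact permutation test, one-sided, *p* = 0.947). Each time point holds 1 library of each flow cell, so differences between flow cells lower this share against free divisions. This test therefore says little of the time points, unlike the test within flow cells below. Flow cells accounted for 41.9%, against a median of 16.8% (exact permutation test, one-sided, *p* = 0.0045). Among the 500 most variable genes these shares were 11.1% and 56.3%. With the flow cell means removed, the share of the time points was 29.9% (exact permutation test over 576 divisions within flow cells, one-sided, *p* = 0.724). For the lack of clear differences between time points in its own plot, the paper proposes few changes at such short exposure as the likely reason.

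**Figure D1:**
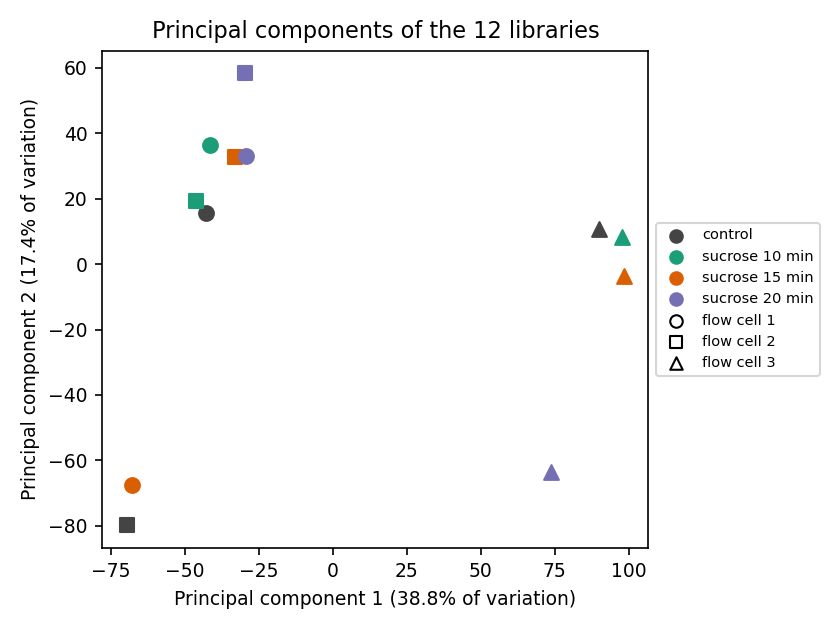
Scores of the 12 libraries on principal components 1 and 2, with the time of sucrose exposure as colour and the flow cell as symbol. The 4 libraries of flow cell 3 lie at 73.7 or above on the first component, apart from the other 8.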

A PCA (principal component analysis) plot did not reveal clear differences between the four time points used in this study, likely due to the relatively few changes at such short exposure. While longer exposure and larger differences between time points would likely reveal larger numbers of differentially expressed genes and better separation between time points, we were interested in the earliest responses to sucrose to identify potential key players in the responses to sucrose. A Venn diagram (Figure 2) revealed a set of 17 genes that were up-regulated at all three time points of sucrose exposure. 

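In limma, 29 genes passed the thresholds as up-regulated at all 3 time points and 2 as down-regulated. Genes up-regulated at a single time point numbered 53 at 10 min, 31 at 15 min and 80 at 20 min. A further 15 were up-regulated at 10 and 15 min only, 13 at 10 and 20 min only, and 11 at 15 and 20 min only. All comparisons share the 3 control libraries. In 100 simulations of unchanged, independent genes with shared controls, a median of 2 genes was up-regulated at all 3 time points (0 to 5), and a median of 3 was down-regulated (0 to 7). When the 10, 15 or 20 min libraries took the place of the control, 1 gene each was higher in all 3 other groups, and 3, 2 and 7 genes were lower. With 5 in place of 1 added before the logarithm, 5 genes were up-regulated at all 3 time points, and with 0.5 there were 60. Without control replicate 1, control replicate 3 or 20 min replicate 2, the number was 44, 85 and 18. The 2 down-regulated genes became 7, 11 and 7 without control replicates 1, 2 or 3. They became 5 without 15 min replicate 2, 15 min replicate 3 or 20 min replicate 1, and 1 without 10 min replicate 2 or 3. At 15 min, 86 genes were up-regulated and 22 down-regulated, 375 genes (1.96%) had an unadjusted *p*-value of at most 0.05, and 1 had an adjusted one. The latter count was 0 without control replicate 1 or any single 15 min library, and 2 without control replicate 2 or 10 min replicate 3. Without control replicate 3 or 15 min replicate 1, 199 and 166 were up-regulated. Without control replicate 1, control replicate 2, 15 min replicate 2 or 15 min replicate 3, 34, 62, 40 and 56 were down-regulated. Over all sucrose libraries against the control, 626 genes had an unadjusted *p*-value of at most 0.05 and 1 an adjusted one, again Lalb_Chr19g0140251 (adjusted *p* = 0.00135). The limma *p*-value of this gene rests on the spread of its control libraries alone. The number of genes with an adjusted *p*-value of at most 0.05 was 2 without control replicate 2 and 3 without control replicate 3. It was also 2 with the flow cell as a term in the model. In the authors' deposited table, 19 genes pass the thresholds as up-regulated at all 3 time points, and 15 of them are among the 29.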

### 2.3. Auxin- and Gibberellin-Responsive Genes and Two bHLH Transcription Factors Are among the Earliest Up-Regulated Genes

Table 2 shows a set of 17 genes that were up-regulated at all three time points of sucrose treatment. Two of these genes were involved with the plant hormone auxin: “small auxin-up RNA” is an auxin-induced protein of unknown function, while WAT1 is a vacuolar auxin transporter. 

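Of the 17 genes listed as up-regulated in Table 2, 17 passed the thresholds at 10 min, 17 at 15 min and 15 at 20 min in limma, and 15 passed at all 3 time points. Their log2 FC ranged from 1.86 to 4.81 at 10 min, 1.58 to 4.86 at 15 min and 1.46 to 6.01 at 20 min, with 3 genes listed at 0 in every control library. The highest *p*-values were 0.0416, 0.0459 and 0.0818. Over all genes tested, the lowest adjusted *p*-values of the 17 genes were 0.277, 0.67 and 0.647. Adjusted over the list alone, 18 of its 19 genes at 10 min, 18 at 15 min and 16 at 20 min reached 0.05, which is not independent evidence because the list was chosen on these libraries. Most of these genes had low values: in 13 of the 17, no control library was above 3, and in 7 the mean over all libraries was under 5. In 7 of the 17, all 9 sucrose libraries were above all 3 control libraries. Chance gives this in 0.455% of assignments, and it was found for 36 of the 19138 genes tested (0.188%). Within flow cells 1, 2 and 3, the median difference in log2(value + 1) between sucrose and control over the 17 genes was 2.29, 3.28 and 1.94, against 0.04, 0.39 and 0.00 for all genes. In each flow cell, 16, 15 and 13 of the 17 genes had all 3 sucrose libraries above the control library. The genes that passed at 10 and 15 min alone were a defensin and the Ovule protein Lalb_Chr16g0387181, which had a difference in mean log2(value + 1) of 1.97 at 20 min (*p* = 0.0567, limma, exact permutation *p* = 0.0227). With the flow cell as a term in the model, the *p*-value of Lalb_Chr16g0387181 at 20 min was 0.00605, and 16 of the 17 genes passed at all 3 time points. With 5 in place of 1 added before the logarithm, 4 passed. Of the down-regulated genes in Table 2, Lalb_Chr19g0140251 passed at all 3 time points. Lalb_Chr05g0220091 had values of 1, 2 and 51 in the control and at most 2 with sucrose, and its log2 FC of -1.90, -1.90 and -2.10 did not pass (*p* = 0.0829, 0.0829 and 0.059, limma, exact permutation *p* = 0.0818). Without control replicate 3, its log2 FC was -0.43, -0.43 and -0.63.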

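The small auxin-up RNA gene Lalb_Chr03g0025221 lies on chromosome 3 from 575929 to 576448. It was listed at 0 in all control libraries and had values of 7, 9 and 7 at 10 min, 2, 0 and 8 at 15 min, and 4, 6 and 4 at 20 min. Its difference in mean log2(value + 1) from the control was 3.11 at 10 min, 1.58 at 15 min and 2.48 at 20 min (standard error 0.62, *p* = 0.000305, 0.0248 and 0.00173, limma, exact permutation *p* = 0.0182; adjusted *p* = 0.833, 1 and 0.979). The 15 min call was lost without control replicate 1, control replicate 2 or 15 min replicate 1, each with a difference of 1.58, and without 15 min replicate 3, with 0.79. The WAT1-related gene Lalb_Chr22g0353301 lies on chromosome 22 from 2192399 to 2194469. Its values were 0, 0 and 1 in the control, 6, 15 and 4 at 10 min, 2, 7 and 3 at 15 min, and 1, 8 and 4 at 20 min. This gives a log2 FC of 2.71, 1.86 and 1.83 (standard error 0.63, *p* = 0.0011, 0.0125 and 0.0137, limma, exact permutation *p* = 0.00909; adjusted *p* = 1, 1 and 0.979). Without 15 min replicate 2 the log2 FC at 15 min was 1.46, and without 20 min replicate 2 it was 1.33 at 20 min, both under the threshold.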

Among the 17 up-regulated genes were also two gibberellin-responsive proteins. 

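The gibberellin-regulated genes are Lalb_Chr02g0159351 on chromosome 2 from 16974934 to 16976614 and Lalb_Chr08g0235731 on chromosome 8 from 8371268 to 8372732. For Lalb_Chr02g0159351 the values were 13, 3 and 70 in the control, 122, 195 and 66 at 10 min, 77, 117 and 111 at 15 min, and 93, 131 and 62 at 20 min. This gave a log2 FC of 2.89, 2.67 and 2.54 (standard error 0.82, *p* = 0.00443, 0.00716 and 0.00964, limma, exact permutation *p* = 0.0136; adjusted *p* = 1, 1 and 0.979). It stayed above the threshold with each library left out, between 1.55 and 3.97. For Lalb_Chr08g0235731 the values were 19, 2 and 113 in the control, 185, 276 and 148 at 10 min, 124, 150 and 235 at 15 min, and 196, 274 and 89 at 20 min. Here the log2 FC was 3.38, 3.12 and 3.16 (standard error 0.99, *p* = 0.00533, 0.00867 and 0.00799, limma, exact permutation *p* = 0.00909), and stayed between 1.78 and 4.67 with each library left out. Control replicate 3 had the highest control value of both genes, and at 20 min replicate 3 was below it in both.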

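A basic helix–loop–helix (bHLH) transcription factor gene, Lalb_Chr02g0158971, lies on chromosome 2 from 16654006 to 16654802. Its values were 3, 0 and 2 in the control, 16, 36 and 10 at 10 min, 13, 13 and 15 at 15 min, and 13, 39 and 12 at 20 min. With these, the log2 FC was 3.06 at 10 min, 2.68 at 15 min and 3.08 at 20 min (standard error 0.62, *p* = 0.000367, 0.00104 and 0.000344, limma, exact permutation *p* = 0.00455; adjusted *p* = 0.878, 1 and 0.822). Another bHLH gene, Lalb_Chr17g0347051, lies on chromosome 17 from 13843275 to 13844753. It had values of 0, 0 and 1 in the control, 4, 3 and 5 at 10 min, 3, 3 and 15 at 15 min, and 5, 5 and 18 at 20 min. Its log2 FC was 1.97, 2.33 and 2.81 (standard error 0.62, *p* = 0.00813, 0.00278 and 0.000724, limma, exact permutation *p* = 0.00455; adjusted *p* = 1, 1 and 0.895). In both genes all 9 sucrose libraries were above all 3 control libraries, and every call held with each library left out in turn. A bHLH gene outside Table 2, Lalb_Chr07g0177941, was also up-regulated at all 3 time points (log2 FC 3.59, 3.44 and 2.98). Its 20 min call was lost without control replicate 1, control replicate 2 or 20 min replicate 2.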

Because we were interested in key regulators of early responses to sucrose, we were especially interested in the two basic helix–loop–helix transcription factors. 

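The expansin gene Lalb_Chr03g0033521 lies on chromosome 3 from 5278195 to 5280706. With values of 0, 0 and 3 in the control, 6, 16 and 5 at 10 min, 3, 5 and 11 at 15 min, and 4, 11 and 5 at 20 min, its log2 FC was 2.49, 2.06 and 2.16 (standard error 0.65, *p* = 0.00256, 0.00866 and 0.0064, limma, exact permutation *p* = 0.00909). The xyloglucan endotransglucosylase/hydrolase gene Lalb_Chr16g0392421 lies on chromosome 16 from 14226212 to 14228261. It had values of 1, 0 and 3 in the control, 12, 18 and 7 at 10 min, 7, 8 and 10 at 15 min, and 8, 11 and 9 at 20 min, with a log2 FC of 2.65, 2.21 and 2.36 (standard error 0.50, *p* = 0.000187, 0.000822 and 0.000492, limma, exact permutation *p* = 0.00455). No call of these genes was lost when a library was left out. The defensin gene Lalb_Chr08g0237751 lies on chromosome 8 from 11164931 to 11165826. Its values were 18, 12 and 15 in the control, 73, 111 and 22 at 10 min, 47, 44 and 70 at 15 min, and 80, 92 and 10 at 20 min. The log2 FC of the defensin was 1.86 at 10 min, 1.76 at 15 min and 1.46 at 20 min (standard error 0.77, *p* = 0.0324, 0.0415 and 0.0818, limma, exact permutation *p* = 0.0273). The 10 min call of the defensin was lost without any single control library, 10 min replicate 1 or 10 min replicate 2. Its 15 min call was lost without any single control or 15 min library or 10 min replicate 1, with a log2 FC of at least 1.56 in each.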

Expansin and xyloglucan endotransglucosylase/hydrolase, both involved in cell wall organization, were also up-regulated, as was defensin, part of biotic stress responses.

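In limma, 44 genes were up-regulated at both 10 and 15 min and 6 were down-regulated. Simulations of unchanged genes with shared controls gave a median of 5 (1 to 11) and 6.5 (1 to 15). Without control replicate 3, 123 genes were up-regulated at both time points. Without control replicates 1, 2 or 3, 11, 16 and 11 genes were down-regulated, and without 10 min replicate 3 there were 3. With 0.5 or 5 in place of 1 added before the logarithm, the up-regulated genes numbered 90 and 10. Of the 29 up-regulated genes in Figure 3, 28 passed at both time points and 23 at all 3. Of its 4 down-regulated genes, 2 passed at both. Adjusted over the list alone, 32 of the 33 genes at 10 min and 31 at 15 min reached 0.05, which is not independent evidence for a list chosen on these libraries. Over all genes tested, 1 of the 33 did at each time point, Lalb_Chr19g0140251. The other down-regulated gene is a WD40-like transcription factor, Lalb_Chr25g0279501, with values of 10, 5 and 4 in the control, 0, 1 and 0 at 10 min, 0, 2 and 0 at 15 min, and 6, 3 and 0 at 20 min. Its log2 FC was -2.46 at 10 min, -2.26 at 15 min and -1.19 at 20 min (standard error 0.70, *p* = 0.00442, 0.00736 and 0.116, limma, exact permutation *p* = 0.0136). The difference between 20 and 10 min in Lalb_Chr25g0279501 was 1.27 (exact permutation test, two-sided, *p* = 0.4).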

Because we are particularly interested in early responses to sucrose, we also looked at all genes that were up- or down-regulated at both 10 and 15 min of sucrose exposure, encompassing 29 up-regulated and 4 down-regulated genes (Figure 3). In addition to the two bHLH transcription factors, a WRKY transcription factor showed significant up-regulation at these early time points. 

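The WRKY gene of Figure 3, Lalb_Chr24g0393641, lies on chromosome 24 from 620747 to 621834. Its values were 0, 0 and 1 in the control, 1, 4 and 9 at 10 min, 3, 2 and 11 at 15 min, and 5, 2 and 1 at 20 min. The log2 FC was 1.88 at 10 min and 2.06 at 15 min (standard error 0.69, *p* = 0.0183 and 0.0114, limma, exact permutation *p* = 0.0227; adjusted *p* = 1 at both). The 10 min call was lost without control replicate 1 or 2 (log2 FC 1.71 in each) and without 10 min replicate 3 (1.33). The 15 min call was lost without 15 min replicate 3 (1.46).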

To see how these early genes may differ from genes activated slightly later, we also looked at the most up- and down-regulated genes at 20 min of sucrose treatment (Figure 4). 

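At 20 min, 133 genes were up-regulated and 25 down-regulated in limma. An unadjusted *p*-value of at most 0.05 was found for 720 genes (3.76%), and 1 of them had an adjusted *p*-value of at most 0.05. The latter became 0 without control replicate 1 or any single 20 min library, and 2 without control replicate 2, 10 min replicate 2 or 15 min replicate 3. With median-of-ratios scaling, 73 genes were up-regulated and 40 down-regulated, a share of 64.6% up-regulated instead of 84.2%. With 5 in place of 1 added before the logarithm the counts were 7 and 8. Without control replicate 1, control replicate 3, 20 min replicate 1 or 20 min replicate 3, 286, 282, 208 and 202 genes were up-regulated. Without control replicate 2, 44 were down-regulated. Of the 40 genes in Figure 4, 17 of the 20 up-regulated and 13 of the 20 down-regulated genes passed the thresholds at 20 min. Adjusted over the list alone, 25 of the 40 reached 0.05, which is not independent evidence. Of the 46 genes up-regulated at 20 min in the authors' deposited table, 13 had over 80% of the group's total in a single library, and in all 13 it was replicate 3. The 20 min libraries were also compared with the 10 min libraries directly. No gene reached an adjusted *p*-value of 0.05 in limma, and 375 had an unadjusted one of at most 0.05. Without 15 min replicate 2 or 3, 1 and 2 genes reached it. Among the 99 genes named by a fixed rule, 14 had an unadjusted *p*-value of at most 0.05 in this comparison, with 8 lower and 6 higher at 20 min, and 9 did so without 10 min replicate 1 or without 20 min replicate 2.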

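The CLE family member Lalb_Chr21g0308071 lies on chromosome 21 from 2071147 to 2072006. It was listed at 0 in all control libraries and had values of 4, 1 and 1 at 10 min, 2, 0 and 3 at 15 min, and 2, 4 and 5 at 20 min. Its difference in mean log2(value + 1) from the control was 1.44, 1.19 and 2.16 (standard error 0.55, *p* = 0.0225, 0.0506 and 0.00202, limma, exact permutation *p* = 0.0227), so that it passed at 20 min alone. Between 20 and 10 min it differed by 0.72 (exact permutation test, two-sided, *p* = 0.3). The CLE-related gene Lalb_Chr05g0218731 lies on chromosome 5 from 4476976 to 4477515. Its values were 17, 9 and 110 in the control, 16, 7 and 32 at 10 min, 4, 2 and 0 at 15 min, and 4, 9 and 2 at 20 min. The log2 FC was -0.72, -3.46 and -2.35 (standard error 0.90, *p* = 0.441, 0.00241 and 0.0229, limma, exact permutation *p* = 0.0591). The 20 min call was lost without control replicate 3, with a log2 FC of -1.34, and without 20 min replicate 1 or 3. These were the only CLE genes called at 20 min among 16 tested by protein name.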

Interestingly, Clavata3/ESR (CLE) homologs were among the most up- and most down-regulated genes at 20 min of sucrose exposure. A Blast search revealed that the up-regulated CLE gene was most similar to CLE44, and the down-regulated CLE gene was most similar to CLE4. Also worth pointing out is the AP2-EREB (APETALA2-ethylene-responsive element-binding protein) family-type transcription factor, which became more up-regulated with the increasing sucrose exposure time.

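The AP2-EREBP gene Lalb_Chr07g0181311 lies on chromosome 7 from 2268155 to 2269227. It was listed at 0 in all control libraries, with values of 0, 0 and 1 at 10 min, 2, 0 and 1 at 15 min, and 7, 5 and 16 at 20 min. Its difference in mean log2(value + 1) from the control was 0.33, 0.86 and 3.22 (standard error 0.51, *p* = 0.523, 0.115 and 3.84e-05, limma, exact permutation *p* = 0.191; adjusted *p* = 1, 1 and 0.367). The 20 min call held with each library left out, with differences between 2.79 and 3.54. The 20 min libraries were higher than the 10 min libraries by 2.89 (limma *p* = 0.000104, adjusted *p* = 0.992; exact permutation test, two-sided, *p* = 0.1, the smallest possible).

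**Figure D2:**
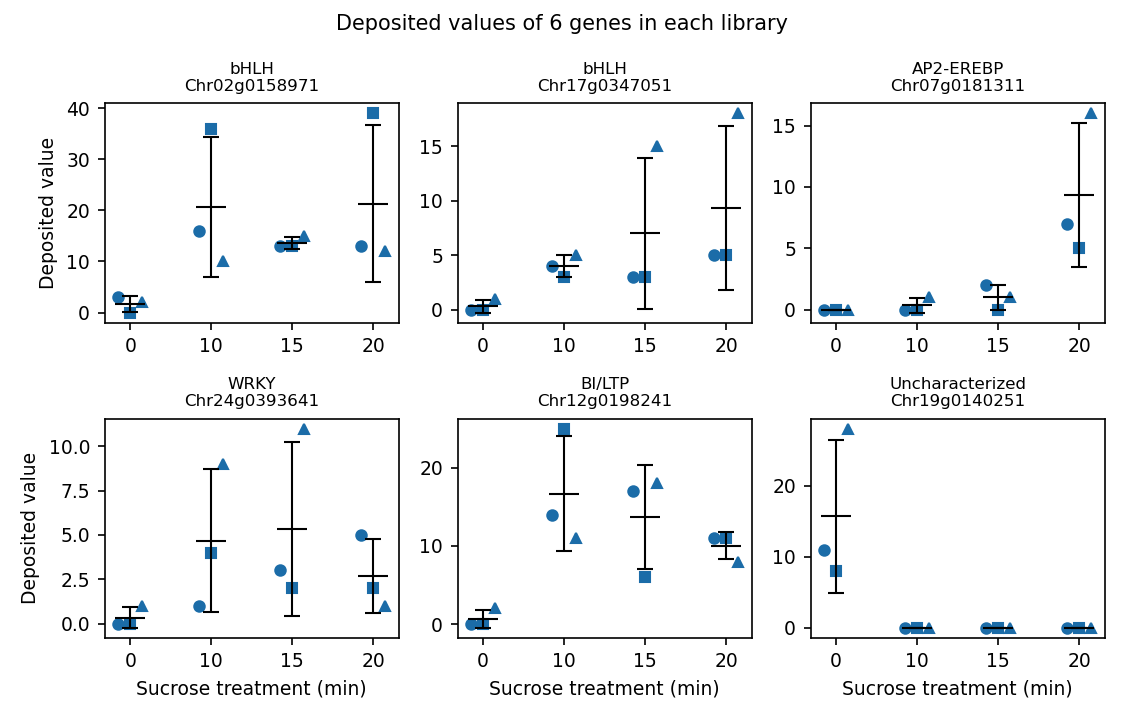
Deposited values (no unit) of 6 genes against the time of sucrose treatment in min, with 1 point per library, the symbol giving the flow cell, and bars for the mean and SD of the 3 libraries. The AP2-EREBP gene reaches 5, 7 and 16 at 20 min, and the uncharacterized gene is at 0 in all sucrose libraries.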

### 2.4. qRT-PCR Confirms Differential Expression of Selected Genes

To validate our RNA-seq results, we selected three genes (codein 3-O demethylase, gibberellin-regulated protein, and bifunctional inhibitor/plant lipid transfer protein/seed storage helical-domain-containing protein) that were up-regulated in response to sucrose exposure and tested these genes using qRT-PCR in one biological and three technical replications. 

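In the sequencing data, the codeine 3-O-demethylase gene Lalb_Chr20g0109071, on chromosome 20 from 963465 to 963691, had values of 0, 26 and 0 in the control, 39, 102 and 145 at 10 min, 46, 102 and 135 at 15 min, and 150, 465 and 101 at 20 min. Its log2 FC was 4.81, 4.86 and 6.01 (standard error 1.12, *p* = 0.00106, 0.000993 and 0.000178, limma, exact permutation *p* = 0.00455), and no call was lost when a library was left out. The BI/LTP gene with primers, Lalb_Chr05g0225671, lies on chromosome 5 from 9149581 to 9150484. Its values were 480, 429 and 493 in the control, 1406, 1651 and 1373 at 10 min, 701, 1156 and 1106 at 15 min, and 724, 982 and 1242 at 20 min. The log2 FC was 1.66 at 10 min, 1.05 at 15 min and 1.04 at 20 min (standard error 0.38, *p* = 0.000925, 0.0172 and 0.0178, limma, exact permutation *p* = 0.00455), so that it passed at 10 min alone. With median-of-ratios scaling its log2 FC at 10 min was 1.36, under the threshold. Its values ran parallel to those of Lalb_Chr05g0225711 in the same cluster of genes, and the log2 ratio of both genes varied by an SD of 0.0381 over the 12 libraries.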

To normalize gene expression, we used two reference genes (Histone H2A variant3 and proteasome endopeptidase complex) that we identified from a set of four potential reference genes as the most stable in response to sucrose using geNorm [37]. The qRT-PCR results confirmed our RNA-seq data, and all three genes showed up-regulation in response to sucrose (Figure 5).

### 2.5. GO Analysis Reveals Enrichment of Sugar- and Hormone-Responsive Genes 

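Of the 24 terms named in Figure 6, 12 were found by name among the GO terms in the authors' deposited table. Each of the 12 was tested with Fisher's exact test (one-sided) on the genes up-regulated at all 3 time points, against the 14127 tested genes with a GO term, 18 of them up-regulated. The terms come from an enrichment among genes called on the same 12 libraries, and the adjustment covers these 12 terms alone, so the *p*-values are not independent evidence. Response to auxin had 2 of its 56 genes among them (exact *p* = 0.00227, adjusted *p* = 0.0272), the small auxin-up RNA genes Lalb_Chr03g0025221 and Lalb_Chr08g0243451. The latter was chosen after its values were seen. Riboflavin biosynthetic process (1 of 7 genes, Lalb_Chr20g0122831) and iron ion transport (1 of 8, Lalb_Chr12g0207151) each had an adjusted *p*-value of 0.0406. Response to sucrose had 0 of its 4 genes up-regulated. With 5 in place of 1 added before the logarithm, or with the calls of the authors' deposited table, 0 terms had an adjusted *p*-value of at most 0.05 instead of 3, and 0 and 2 terms had an unadjusted one.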

GO (gene ontology) enrichment revealed responses to hormones and to sucrose as enriched biological processes (Figure 6A). 

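Among the cellular component terms, apoplast was found by name, with 88 genes in the background. At 10 min 2 of them were up-regulated, Lalb_Chr16g0376361 and Lalb_Chr16g0392421 (Fisher's exact test, one-sided, *p* = 0.062, adjusted *p* = 0.149), and the latter also at all 3 time points (1 of 88, exact *p* = 0.106, adjusted *p* = 0.255). The cell wall and membrane terms of Figure 6B had no term of the same name in the deposited GO column and were not analysed here.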

The apoplast, cell wall, and membrane were revealed as enriched locations (Figure 6B). To further delineate the timeline of biological processes that are activated in response to sucrose, we looked separately at enrichment at 10 min (Figure 6C) and 20 min (Figure 6D) of sucrose addition. At 10 min of sucrose exposure, responses to the plant hormone gibberellin were most significantly enriched; other responses included responses to auxin, brassinosteroids, and sucrose. 

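Of the tested genes with a GO term, 65 were up-regulated at 10 min. Response to auxin had 4 of its 56 genes among them (Fisher's exact test, one-sided, *p* = 0.000125, adjusted *p* = 0.0015 over the 12 terms), and xyloglucan metabolic process 2 of 24 (adjusted *p* = 0.0216). The terms were picked from Figure 6, which rests on the same libraries. None of the genes of response to sucrose (4 genes) or brassinosteroid mediated signaling pathway (20 genes) was up-regulated at 10 min in limma. For terms with so few genes, a count of 0 does not exclude an enrichment. The gibberellin-regulated gene Lalb_Chr08g0235731, to which Table 2 gives response to sucrose, has no GO term in the deposited table and passed the thresholds at 10 min. The gibberellin term had no term of the same name in the deposited GO column. Among 23 tested genes with gibberellin in their protein name or GO terms, 3 were up-regulated at 10 min, with a median log2 FC of 0.27 against 0.19 for all genes (rotation gene set test with limma, two-sided, adjusted *p* = 0.581 over 33 family tests). With median-of-ratios scaling the median was 0.02. The rotation test asks whether a family changed at all, and does not compare it with all other genes. The deposited GO terms are those of UniProt, whereas the paper used the white lupin genome browser.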

In regard to nutrient deficiency signaling, it is of interest that iron ion transport was also an enriched term. 

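Iron ion transport had 2 of its 8 genes up-regulated at 10 min (Fisher's exact test, one-sided, *p* = 0.000573, adjusted *p* = 0.00344). Both are ferritin genes. Lalb_Chr12g0207151 had values of 3, 4 and 1 in the control, 23, 22 and 5 at 10 min, 14, 12 and 7 at 15 min, and 8, 20 and 5 at 20 min, with a log2 FC of 2.12, 1.76 and 1.61 (standard error 0.63, *p* = 0.00574, 0.0165 and 0.0258, limma, exact permutation *p* = 0.00455). Its 15 min call was lost without control replicate 3 or 15 min replicate 1, and its 20 min call without control replicate 3 or 20 min replicate 2. With median-of-ratios scaling the log2 FC at 20 min was 1.31, under the threshold. The other, Lalb_Chr07g0191161, which was chosen after its values were seen, had a log2 FC of 1.54 at 10 min (standard error 0.43, *p* = 0.00403, limma, exact permutation *p* = 0.0227).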

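At 20 min, 79 tested genes with a GO term were up-regulated, and none of the 44 genes of the ethylene-activated signaling pathway was among them (Fisher's exact test, one-sided, *p* = 1). None of the 44 was up-regulated at 10 min either. A count of 0 fixes the one-sided *p*-value in advance, and with so few genes up-regulated it is a likely count. It therefore does not exclude the enrichment that the paper found with another annotation. By protein name, 129 ethylene-related genes were tested, AP2-EREBP transcription factors included. Of these, 0 were up-regulated at 10 min, 1 at 15 min and 3 at 20 min in limma. Besides Lalb_Chr07g0181311, the genes at 20 min were Lalb_Chr04g0262881 (log2 FC 1.67, exact permutation *p* = 0.0273) and Lalb_Chr12g0197461 (log2 FC 1.89, exact permutation *p* = 0.114). The differences of these 2 genes between 20 and 10 min were 0.53 and 1.31 (exact permutation test, two-sided, *p* = 0.9 and 0.3). The call of Lalb_Chr04g0262881 was lost without control replicate 1, control replicate 2 or any single 20 min library.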

At 20 min, the ethylene-activated signaling pathway became enriched, revealing a possible involvement of this signaling pathway later in the sucrose response.

### 2.6. Several Sucrose-Induced Genes Are also Expressed in Cluster Roots

As the molecular mechanisms that control cluster root formation remain unknown, the search for key regulators in cluster root development is of great interest. Because external application of sucrose can induce cluster roots in white lupin [22,23], we were interested in identifying genes in our data set that were up-regulated in response to sucrose and were also differentially expressed in cluster roots. Using the gene expression profile tool of the *Lupinus albus* Genome Browser [35], we performed hierarchical cluster analysis of the 17 genes which were up-regulated in response to sucrose treatment at all three time points (log2FC ≥ 1.5, *p*-value ≤ 0.05). This analysis identified 10/17 genes that were indeed also up-regulated in cluster root sections compared to regular lateral roots (Figure 7). These included the two gibberellin-regulated proteins and a WAT1-related gene (vacuolar auxin transporter). Cluster root sections that showed the most up-regulation included S4 (just emerging), S5 (premature), and S6 (mature) cluster roots.

## 3. Discussion

### 3.1. A Network of Sucrose-Responsive Genes Is Involved in Cell Growth and Differentiation

Plants have evolved a coordinated response to P deficiency that is tightly coupled with carbon (C) assimilation and allocation. Under P or Fe deficiency, increased allocation of C (mainly in form of sucrose) optimizes root growth toward a higher root-to-shoot ratio and a changed root architecture with increased lateral root growth [30,38,39]. In addition, an increase in sucrose transported from the shoot to the roots also acts as a long-distance signal for P [20] and Fe [40] deficiency. White lupin has become a model plant for adaptations to P and Fe deficiency because of its ability to form cluster roots, bottle-brush-like root structurers that enhance P and Fe solubilization and uptake [3,4,41]. Interestingly, the formation of these cluster roots can be triggered by external sucrose application [22,23]. 

We were interested in unraveling the regulatory network that becomes activated in the root in response to sucrose signaling. To mimic the sucrose signal, we added sucrose directly to the roots of hydroponically grown lupin at a concentration (10 mM) known to trigger cluster root formation in white lupin [22]. Oxford Nanopore sequencing of cDNA proved useful as a method to look at the global gene expression changes in response to such short-term sucrose addition to the roots. Our results revealed significant up- and down-regulation already at 10 min of sucrose addition, as well as a set of 17 genes that were up-regulated at all three time points (10, 15 and 20 min) of sucrose exposure.

To determine whether these 17 up-regulated genes shared any connections, we performed protein interactome analysis [42] of the 14 Arabidopsis paralogues we could identify. This analysis revealed an enrichment (*p*-value 6^−10^) of protein–protein associations between these 14 homologs (Figure 8), indicating relevant biological connections. This interactome depicts expansin as a central hub around which many interactions center. Expansins, xyloglucan endotransglucosylase/hydrolase, and SAUR (SMALL AUXIN UP-REGULATED RNA) proteins are all involved in auxin-induced cell growth [43]. WAT1 (WALLS ARE THIN1), while not connected in the interactome, is a vacuolar auxin transport facilitator and has been shown to be important for maintaining cell wall thickness [44]. These findings indicate a role of auxin in short-term sucrose responses, which is in line with earlier suggestions of sucrose increasing root responsiveness to auxin to promote lateral root and root hair formation during P deficiency [45]. Our findings are further supported by recent findings in Arabidopsis that demonstrate sucrose acting as a long-distance signal and regulating the local biosynthesis of auxin at the primary root tip [46]. 

In the interactome, expansin also shows a connection to a bifunctional inhibitor/plant lipid transfer protein/seed storage (BI/LTP/SS) helical domain-containing protein. Proteins with this domain are typically lipid transfer proteins located in the cell wall and can be involved in key cellular processes, such as the stabilization of membranes, cell wall organization, and signal transduction [47,48]. It is worth noting that two other BI/LTP/SS helical domain-containing proteins were also significantly up-regulated at 10 min of sucrose exposure, indicating an important role of members of this protein family in sucrose responses. 

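Among 38 tested genes with this protein name, 7 were up-regulated at 10 min, 3 at 15 min and 5 at 20 min in limma. In the authors' deposited table 1, 3 and 2 pass the same thresholds. Without a flow cell term, Lalb_Chr09g0334191 passed at 10 min alone and Lalb_Chr17g0337121 at 20 min alone. Both passed at all 3 time points with the flow cell as a term in the model. The limma *p*-values with that term were 0.0104, 0.0379 and 0.0205 for the former, and 0.000198, 0.000195 and 3.35e-05 for the latter. In Lalb_Chr12g0198241, the gene of Table 2 on chromosome 12 from 1310325 to 1312808, the values were 0, 0 and 2 in the control, 14, 25 and 11 at 10 min, 17, 6 and 18 at 15 min, and 11, 11 and 8 at 20 min. Its log2 FC was 3.54, 3.21 and 2.92 (standard error 0.54, *p* = 2.89e-05, 7e-05 and 0.000164, limma, exact permutation *p* = 0.00455; adjusted *p* = 0.277, 0.67 and 0.647). No call was lost when a library was left out. A cluster of 7 genes with this name lies on chromosome 5 between 9093629 and 9197739, and 4 of them were up-regulated at 10 min: Lalb_Chr05g0225621, Lalb_Chr05g0225651, Lalb_Chr05g0225671 and Lalb_Chr05g0225711. For Lalb_Chr05g0225711, from 9196941 to 9197739, the values were 626, 567 and 600 in the control and 1791, 2058 and 1753 at 10 min, a log2 FC of 1.64 (standard error 0.38, *p* = 0.00114, limma, exact permutation *p* = 0.00455). With median-of-ratios scaling it was 1.34, under the threshold. The values of Lalb_Chr05g0225711 were 1.22 to 1.32 times those of Lalb_Chr05g0225671 in every library, so the counting could have split reads between them. The others up-regulated at 10 min were Lalb_Chr09g0334191 and Lalb_Chr15g0081801. Fitted with the flow cell as a term, Lalb_Chr09g0334191 (log2 FC 2.36, 1.80 and 2.07) and Lalb_Chr17g0337121 (1.79, 1.79 and 2.22) passed at all 3 time points. Without the term, the former passed at 10 min alone and the latter at 20 min alone. The counts for this protein name therefore depend on the fit.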

Defensins, part of our set of 17 up-regulated genes, are also located in the cell wall and extracellular space. They can be induced by pathogen attack, wounding, and some abiotic stresses [44]. To confirm the apoplastic localization of BI/LTP/SS and defensin, we used DeepLoc 2 [49], which indeed identified signal peptides for these proteins and predicted their likely location as extracellular.

Among the 17 shared up-regulated genes were 2 bHLH transcription factors. One of these showed the highest homology to the bHLH transcription factor UPBEAT1 (UPB1), known to regulate the expression of a set of peroxidases, which in turn modulate the balance of reactive oxygen species (ROS) in the root [50]. ROS signaling can activate other responses and determine the transition between the meristematic and elongation zones of roots. We looked for differentially expressed peroxidases and, indeed, found one peroxidase (Lalb_Chr02g0143031) to be up-regulated already at 10 min of sucrose exposure. 

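The peroxidase gene Lalb_Chr02g0143031 lies on chromosome 2 from 1292498 to 1293990. Its values were 1, 0 and 0 in the control, 3, 6 and 8 at 10 min, 1, 2 and 7 at 15 min, and 3, 3 and 3 at 20 min. This corresponds to a log2 FC of 2.33, 1.53 and 1.67 (standard error 0.53, *p* = 0.000921, 0.014 and 0.00863, limma, exact permutation *p* = 0.00909; adjusted *p* = 1, 1 and 0.979), so that it passed at all 3 time points. The 15 min call was lost without control replicate 2, control replicate 3 or 15 min replicate 3, with a lowest log2 FC of 0.96. It was the only 1 of 48 tested peroxidases up-regulated at 10 min. At 15 min, Lalb_Chr03g0035481 (log2 FC 1.86) and Lalb_Chr10g0103691 (log2 FC 1.58) passed as well.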

Another type of meristem regulators, Clavata3/ESR (CLE) paralogues were among the most up- and down-regulated genes at 20 min of sucrose exposure. It is worth noting that the up-regulated and down-regulated genes encode different CLE peptides (CLE 44- and CLE 4-like). CLEs are peptide signals, often transported in the xylem or phloem and shown to bind to leucine-rich repeat receptor-like kinases, though the mechanisms of signal transduction are still largely unknown [51]. Interestingly, mutant analyses have shown that CLE genes positively affect the root sucrose level [52]. CLEs are known to influence root architecture in other plants [53], and a possible role of CLE in fine-tuning white lupin cluster root development has recently been suggested [54]. 

### 3.2. Timing and Coordination of Sucrose Responses

GO (gene ontology) enrichment comparing 10 and 20 min of sucrose exposure in our study displayed much overlap, but also a few interesting differences between time points, which may help to delineate the timeline of sucrose responses. At 10 min of sucrose treatment, responses to auxin and gibberellin were the most enriched biological processes, while responses to ethylene were enriched only at 20 min, indicating that ethylene-mediated responses may act later in the network of sucrose signaling. This finding supports our recent work on sucrose responses in soybean (20 and 40 min of sucrose exposure), where responses to ethylene were highly enriched 40 min after sucrose addition [26]. 

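Of the 12 terms tested by name, 3 had an adjusted *p*-value of at most 0.05 at 10 min (response to auxin, iron ion transport and xyloglucan metabolic process) and 1 at 20 min, response to auxin (3 of 56 genes, Fisher's exact test, one-sided, adjusted *p* = 0.0452). With all filtered genes as background it was 0 at 20 min, and 2 terms had an unadjusted *p*-value of at most 0.05. From the enrichment of ethylene responses at 20 min alone, the paper reasons that ethylene-mediated responses may act later in sucrose signaling.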

The study in soybean plants found an increase in ROS signaling and Ca^2+^ signaling at 40 min of sucrose exposure, but we were unable to determine the order (does ROS signaling lead to Ca^2+^ signaling, or vice versa?). Our current study in white lupin showed enrichment of REDOX events and up-regulation of a peroxidase at 10 min of sucrose treatment, indicating that ROS signaling may occur early in the response to sucrose. 

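Cell redox homeostasis had 4 genes in the background, and 0 of them were up-regulated at 10 min in limma. With 4 genes, a count of 0 does not exclude an enrichment in the annotation that the paper used. Among 83 tested genes with peroxidase in their protein name or GO terms, the median log2 FC at 10 min was 0.33, against 0.19 for all genes (rotation gene set test with limma, two-sided, adjusted *p* = 0.581). The rotation test concerns a change of the family itself, not its difference from all genes. The difference between 20 and 10 min in Lalb_Chr02g0143031 was -0.66 (exact permutation test, two-sided, *p* = 0.4).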

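Among 290 tested genes with calcium or calmodulin in their protein name or GO terms, 1 was up-regulated at 10 min, 0 at 15 min and 1 at 20 min in limma. Their median log2 FC was 0.19, 0.10 and 0.28, against 0.19, 0.06 and 0.26 for all genes (rotation gene set test with limma, two-sided, adjusted *p* = 0.627, 0.68 and 0.581). With median-of-ratios scaling the medians were -0.02, 0.03 and 0.04. Here too, the rotation test does not compare the family with all genes. The gene up-regulated at 10 min was Lalb_Chr08g0243401, a putative protein phosphatase with EF-hands. Fitted with the flow cell as a term, Lalb_Chr08g0243401 passed the thresholds at all 3 time points (log2 FC 2.51, 1.94 and 2.08). The count of 0 at 15 min therefore depends on the fit.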

We did not find any evidence for Ca^2+^ signaling in our short-term study, indicating that Ca^2+^ signaling—if involved in the sucrose response in white lupin—may occur later. 

While our previous study in soybean identified many transcriptional factors, our current study on even earlier time points was successful in narrowing down the number of transcriptional regulators to a total of four up-regulated transcription factors and one down-regulated transcription factor. 

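Among 1713 tested genes with transcription factor in their protein name, 27 were up-regulated at any time point and 3 were down-regulated. At 10, 15 and 20 min, 12, 10 and 18 were up-regulated and 1, 3 and 0 down-regulated in limma. In the authors' deposited table, 16 such genes pass the thresholds as up-regulated at any time point and 7 as down-regulated. With 5 in place of 1 added before the logarithm, 2 were up-regulated and 0 down-regulated, and with 0.5, 80 and 16. Without control replicate 3 or 20 min replicate 1, 53 and 44 were up-regulated. Without control replicates 1, 2 or 3, 6, 11 and 6 were down-regulated. Without 10 min replicate 1, 15 min replicate 3, 20 min replicate 1 or 20 min replicate 3, 5 were down-regulated. Up-regulated at all 3 time points were 3 bHLH genes. The 3 down-regulated genes were Lalb_Chr25g0279501, the AP2-EREBP gene Lalb_Chr15g0086951 and the NAM gene Lalb_Chr19g0134331, and the latter pair passed at 15 min.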

Two bHLH transcription factors mentioned above were up-regulated at all three time points, while an AP2-EREB (APETALA2-ethylene-responsive element-binding protein) family-type transcription factor was up-regulated at 20 min of sucrose exposure. 

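At 20 min the log2 FC of the WRKY gene Lalb_Chr24g0393641 was 1.39 (standard error 0.69, limma *p* = 0.0665, exact permutation *p* = 0.0227 for all sucrose libraries), under the threshold. The difference between its 20 and 10 min libraries was -0.49 (exact permutation test, two-sided, *p* = 0.7). Its log2 FC was higher at 15 min than at 10 min by less than the standard error. Another WRKY gene, Lalb_Chr04g0264471, was up-regulated at 15 and 20 min (log2 FC 1.58 and 1.68, limma *p* = 0.0445 and 0.0353, exact permutation *p* = 0.0545). With median-of-ratios scaling the log2 FC of Lalb_Chr04g0264471 was 1.50 and 1.39, and neither call held. Its 20 min call was lost without control replicate 2, control replicate 3, 20 min replicate 1 or 20 min replicate 3. Its 15 min call was lost without 9 of the 12 libraries, all except control replicate 1, 10 min replicate 3 and 20 min replicate 1.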

Interestingly, one WRKY transcription factor was only up-regulated at 10 (highest) and 15 min of sucrose exposure, indicating possible involvement very early in the sucrose response. 

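The gene Lalb_Chr02g0148131, a rapid alkalinization factor on chromosome 2 from 4151440 to 4152196, had values of 0, 2 and 2 in the control, 9, 6 and 9 at 10 min, 7, 6 and 5 at 15 min, and 6, 6 and 5 at 20 min. All 9 sucrose libraries were above all 3 control libraries. The log2 FC was 2.09, 1.74 and 1.68 (standard error 0.44, *p* = 0.000464, 0.00188 and 0.00245, limma, exact permutation *p* = 0.00455; adjusted *p* = 0.987, 1 and 0.979), so that it passed at all 3 time points. Without control replicate 1 it was 1.21 at 15 min and 1.15 at 20 min, under the threshold. With median-of-ratios scaling it was 1.47 at 20 min. It differed by -0.42 between 20 and 10 min (exact permutation test, two-sided, *p* = 0.3).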

Another gene of interest that was upregulated early (10 and 15 min of sucrose) was a rapid alkalinization factor (RALF), which belong to peptide hormones that control cell wall integrity and cell-to-cell communication and can act as sensors for regulating responses to environmental stimuli [55]. Thus, they may play a central part in regulating sucrose responses. 

A previous microarray study on Arabidopsis leaves [56] compared the responses to P starvation (4 weeks) and sucrose treatment (leaves soaked with 100 mM sucrose for 16 h) and found that 6.1% of genes responded to P starvation, 25.5% to sucrose treatment, and only 0.7% to both factors (0.7%), indicating that sucrose signaling goes beyond P starvation responses and that most P-responding genes were independent from sucrose treatment. The relatively small overlap between P deficiency and sucrose responses found in that study may be due in part to the differences in timing, i.e., 4 weeks of P deficiency versus 16 h of sucrose treatment. Indeed, another transcriptome study in Arabidopsis [57] indicated at least two transcriptional programs operating in response to P starvation; 4 h of P deficiency activated more general stress response genes, while after 100 h, genes with more specific roles in the P starvation response became induced.

Recent RNA-seq experiments on Zygnematophyceae—the closest algal relatives of land plants—exposed to light and heat stress, in combination with extensive data mining of stress response experiments in true plants, have identified conserved stress hubs common to both algae and plants, indicating that these originated before plants moved to land [58]. We found some components of these general stress response hubs that were also differentially expressed in our study, including genes related to ROS metabolism, cell wall maintenance, and certain plant hormones, such as ethylene response factors. 

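None of 50 tested genes related to abscisic acid and none of 44 related to MAP kinases passed the thresholds as up- or down-regulated at any time point in limma. The median log2 FC of the abscisic acid genes was 0.25, 0.01 and 0.36 at 10, 15 and 20 min, and that of the MAP kinase genes 0.04, 0.09 and 0.19. The lowest adjusted *p*-value of the 6 tests was 0.581 (rotation gene set test with limma, two-sided).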

Other common stress response genes involving abscisic acid (ABA) signaling or mitogen-activated protein kinases (MAPK) were not upregulated in our study, possibly due to the facts that we looked only at the earliest responses. In addition, genes involved in plastid–nucleus communication and light responses, also part of the general plant stress hubs, were not enriched in our study, likely due to the fact that we focused on roots, where chloroplasts and light responses play less of a role.

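Among 122 tested genes with photosystem, chlorophyll or light-harvesting in their protein name or GO terms, 0 were up-regulated at 10 and 15 min and 2 at 20 min in limma. Their median log2 FC was 0.06, 0.00 and 0.33 (rotation gene set test with limma, two-sided, adjusted *p* = 0.881, 0.902 and 0.627). With the flow cell as a term in the model, the *p*-value at 20 min was 0.0337, with an adjusted *p*-value of 0.541 over the 33 family tests.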

We summarized our findings in a working model (Figure 9), showing what is suggested from the literature in blue and main finding of this study in red, delineating an initial timeline of early responses to sucrose. In the future, it would be interesting to further analyze the potential function of the identified transcription factors and the rapid alkalinization factor in response to sucrose. We are also interested in looking at even earlier time points of sucrose exposure to identify the very earliest responses, which may identify one or a few key regulators. We are also interested in analyzing later time points of white lupin’s responses to sucrose to reveal whether responses to biotic stresses become enriched, as is the case in soybean [26]. Unraveling the complex network of sucrose responses in plants will be helpful in order to better understand how plants integrate various nutrient deficiencies as well as other abiotic and even biotic stress responses, using sucrose not only as a metabolite, but also as a signal.

## 4. Materials and Methods

### 4.1. Plant Growth and Treatments

White lupin (*Lupinus albus* cv. Amiga) seeds were sterilized by shaking for 3 min in 10% bleach, followed by several rinses with sterile water. Sterile seeds were then spread out in sterile petri dishes and covered about halfway with sterile water to germinate at room temperature in the dark for 3–4 days. Once the radicles had reached a length of 2–3 cm, the seedlings were transferred to hydroponics containers filled with 850 mL of Hoagland solution [59], which was changed about every 4 days. The temperature of the growth chamber was maintained at ~21 °C with a light cycle of 16 h and a dark cycle of 8 h [60]. 

After 21 days of cultivation in hydroponics, the plant roots were exposed to sucrose by adding 8.5 mL of 1 M sucrose (prepared in Hoagland solution) directly to the hydroponic solution for a final concentration of 10 mM sucrose. Harvesting was carried out after exposing the plants to sucrose for different periods: 0 (control), 10, 15, or 20 min. All time points were assessed in 3 biological replications; each biological replication consisted of one plant. For harvesting, about 100 mg of root tip sections with lengths of 5–6 cm were harvested in liquid nitrogen from each plant and stored immediately at −80 °C.

### 4.2. RNA Isolation and Quality Check 

RNA from white lupin samples was isolated following the protocol for “Purification of Total RNA from Plant Cells and Tissues, and Filamentous fungi” from the RNasy Plant Mini kit (Qiagen, Valencia, CA, USA). The Qubit 4 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA), in conjunction with an RNA-high-sensitivity assay (Thermo Fisher Scientific, Waltham, MA, USA), was used to assess RNA quantity. In addition, the RNA IQ assay was used to determine the RNA integrity number (RIN). This RIN was based on the ratio of large and/or structured RNA to small RNA in the sample. Only samples with RINs of 8 or higher were used for RNA sequencing.

### 4.3. cDNA Library Preparation and RNA-Sequencing 

Using the PCR-cDNA sequencing-barcoding (SQK-PCB111) kit of Oxford Nanopore Technologies, the extracted RNA was converted into cDNA and uniquely barcoded following the manufacturer’s instructions. Equal concentrations of the four cDNA libraries for each biological replication were pooled and sequenced on three separate MinION FLO-MIN106 flow cells (Oxford Nanopore Technology, Lexington, MA, USA) using a MinION MK1C running Minknow v20.06.5 and guppy v4.09. Basecalling was performed during the run using the fast-basecalling algorithm with a Q score cutoff > 7. 

### 4.4. RNA-seq Data Analysis

Demultiplexed sequencing reads in fastq format were transferred from the Mk1C device to a PC with Epi2me installed. The data were analyzed using the Epi2me wf-transcriptomes workflow version 1.1., accessed on 26 April 2024, available at https://github.com/epi2me-labs/wf-transcriptomes. This pipeline consisted of the following steps: First, fastcat was used to concatenate files and generate read statistics, followed by Pychopper to orient, trim, and rescue full-length cDNA reads. Then, Minimap2 was used to map reads to the *Lupinus albus* reference genome CNRS_Lalb_1.0 (GCA_009771035.1 assembly; submitted. 20 December 2019, (Hufnagel, Marques et al. 2020 [39]), which we accessed in January 2024. Samtools converted and sorted BAM files, with Seqkit creating alignment statistics. Chunk BAM was used to split aligned BAMs in, to chunks using the bundle_min_reads parameter (we used the default of 50,000). StringTie was then used to assemble the transcripts based on the aligned segments in the chunked BAM files. The resulting transcript GFF files were merged via Merge Chunks, and GFFCompare was used to compare query and reference annotations, merging and annotating records. The transcriptome FASTA files from the final GFFs were generated using Gffread. The reads from all samples were aligned with the final non-redundant transcriptome using Minimap2 in a splice-aware manner. Salmon (https://github.com/COMBINE-lab/salmon, accessed on 26 April 2024) was used for transcript quantification, giving gene and transcript counts as output. Because the Epi2me workflow did not have a time-course option, we then used this output to analyze differential expression as a time course experiment in DeSeq2, which we also used to create MA plots. We used the UniProt browser-based mapping (https://www.uniprot.org/id-mapping, accessed on 1 May 2024) to map UniProt gene names to Uniprot accession numbers, protein names, and GO terms. Raw and processed data were submitted to NCBI GEO (accession # GSE268152).

### 4.5. Bioinformatic Analysis

Heatmaps were generated based on log2FC (fold change) data using RStudio with the gplots package (https://cran.r-project.org/web/packages/gplots/index.html, accessed on 1 May 2024). To perform GO (gene ontology) enrichment and hierarchical clustering of selected genes at various stages of cluster root development, we employed the white lupin genome browser (https://www.whitelupin.fr) using the gene expression profile tools [35]. 

For analysis of the interactions among genes, we used sequences of our selected proteins as inputs for STRING (https://string-db.org) and selected the best hits based on E-values among *Arabidopsis thaliana* homologues. We then used the analysis tab, with a confidence setting of *p* > 0.1. 

To confirm cellular locations, we used DeepLoc 2.0 (https://services.healthtech.dtu.dk/services/DeepLoc-2.0, accessed on 1 May 2024) [49]. 

### 4.6. Validation by qRT-PCR 

A quantity of 1500 ng of total RNA for each sample (t0, t10, t15, t20) was treated with RNase-free DNase to eliminate genomic DNA contamination, then reverse-transcribed using iScript™ gDNA Clear cDNA Synthesis Kit (BioRad). 

Using the Reference Gene Selection Tool of the CFX Maestro software version 1.0 (BioRad), which utilizes the geNorm algorithm [37], we selected two reference genes (Histone H2A variant3 and proteasome endopeptidase complex) from a group of four candidates as the most stable in response to sucrose addition. 

Primers were designed using primer 3 [61] for the two reference genes and three target genes: codein 3-O demethylase, gibberellin-regulated protein, and bifunctional inhibitor/plant lipid transfer protein/seed storage helical-domain-containing protein, with amplicon sizes between 60–200 bp and no or low 3′ complementarity to avoid primer dimers. Primer sequences were as follows:

Histone H2A variant3 (Lalb_Chr11g0072021) forward: GAAGTTGCTATTGTTGATCTTGG, reverse: GCTGCATTGTTAATCACCTTTT; 

Proteasome endopeptidase complex (Lalb_Chr08g0243601) forward: TGCCTTTATGCCCTGCTGTA, reverse: CATCAAGCAACGCAAAACATG

Codeine 3-O-demethylase (Lalb_Chr20g0109071) forward: GGTGAGTTAGGTCCAGCATCT, reverse: ACTCCTGTTGTTTTGTACTGTGC; 

Bifunctional inhibitor (Lalb_Chr05g0225671) forward: TCAACTACTGTGGAAAGGGTGT, reverse: GCCAACGAGCTTCAGAAACC; 

Gibberellin regulated protein (Lalb_Chr02g0159351) forward: ACCTGGCAGTCTCAAAAGCT, reverse: TTTGTGGTACTGGGTCTGGC.

qPCR was performed using SYBR Green Supermix (BioRad) on a BioRad CFX96 instrument set to 30 s at 95 °C, followed by 40 cycles of 95 °C (15 s) and 60 °C (30 s). After amplification, a melt curve analysis was performed from 65 °C to 95 °C, with a 0.5 °C increment every 5 s. Cq values were called using the CFX Maestro Software (BioRad). Standard curves for all five genes were prepared, and amplification efficiency was determined. Relative gene expression was calculated using the ∆∆Cq method.

## Figures and Tables

**Figure 1:**
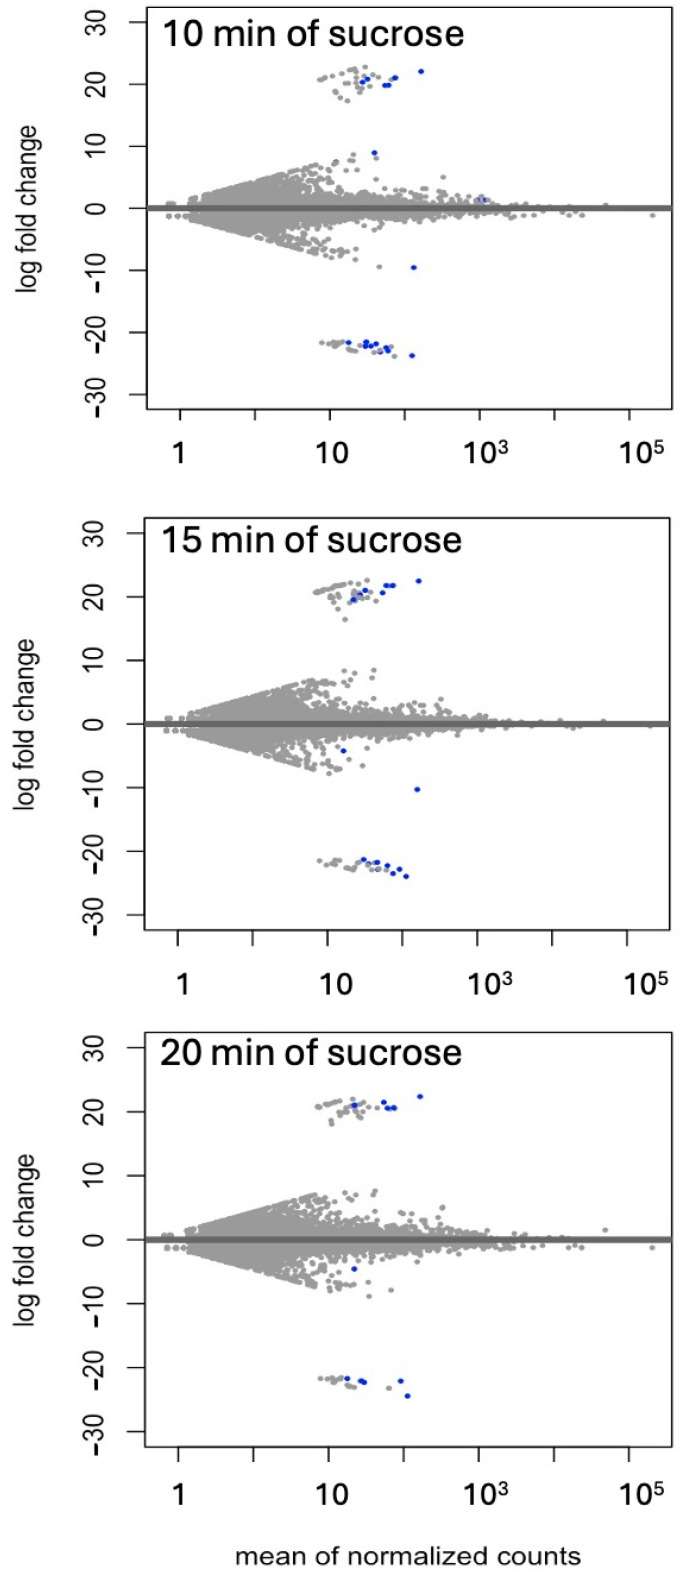
MA (mean average) plot of log2 FC against normalized transcript counts at 10, 15, and 20 min of sucrose treatment, each compared to no-sucrose control. Each time point is based on three biological replications. Values of padj (adjusted *p*-value) ≤ 0.01 in the DESeq2 time-course expression analysis are shown in blue.

**Figure 2:**
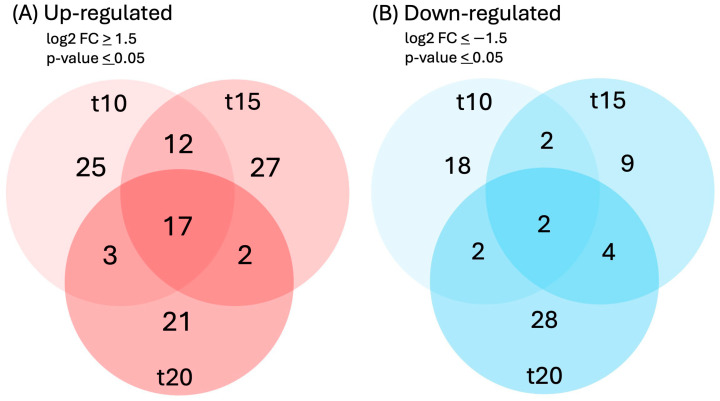
Venn diagram of genes that were (**A**) up-regulated (log2FC ≥ 1.5, *p*-value ≤ 0.05) or (**B**) down-regulated (log2FC ≤ −1.5, *p*-value ≤ 0.05) in response to 10, 15, or 20 min of sucrose treatment.

**Figure 3:**
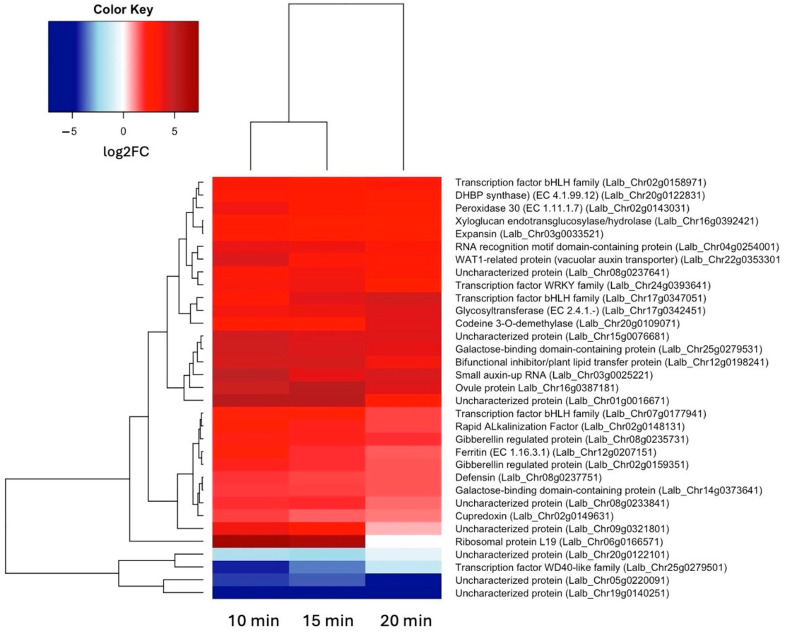
Heatmap showing hierarchical clustering of the 29 genes that were up-regulated (log2FC ≥ 1.5, *p*-value ≤ 0.05) and 4 genes that were down-regulated (log2FC ≤ –1.5, *p*-value ≤ 0.05) at both 10 and 15 min of sucrose exposure.

**Figure 4:**
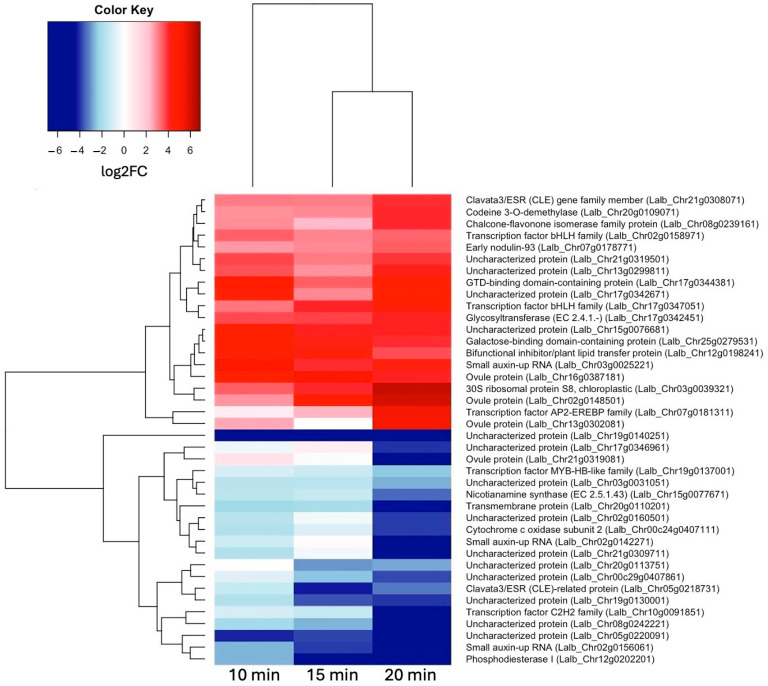
Heatmap showing hierarchical clustering of 20 most up-regulated genes (log2FC ≥ 1.5, *p*-value ≤ 0.05) and 20 most down-regulated genes (log2FC ≤ –1.5, *p*-value ≤ 0.05) at 20 min of sucrose treatment.

**Figure 5:**
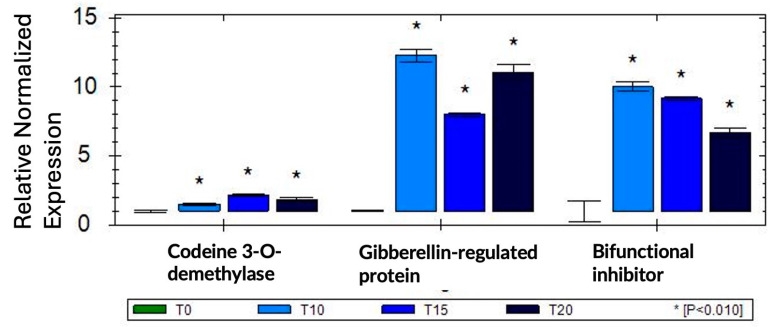
qRT-PCR validation of three selected sucrose-responsive genes in one biological replication; asterisks are based on SEM (standard error of mean) across three technical replications.

**Figure 6:**
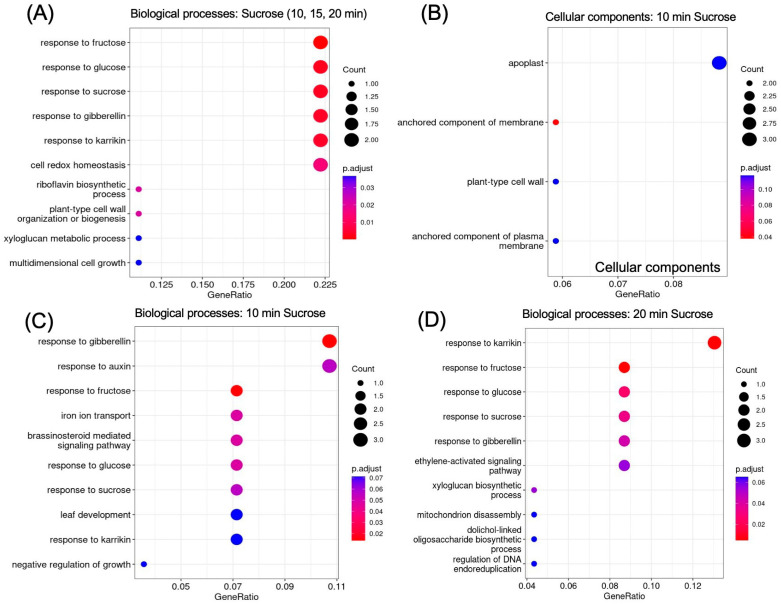
GO enrichment of up-regulated genes (log2FC ≥ 1.5, *p*-value ≤ 0.05). (**A**) Biological processes enriched in genes up-regulated at all time points of sucrose treatment (t10 AND t15 AND t20). (**B**) Cellular components enriched 10 min after sucrose addition. (**C**) Biological processes enriched at 10 min and (**D**) at 20 min of sucrose exposure.

**Figure 7:**
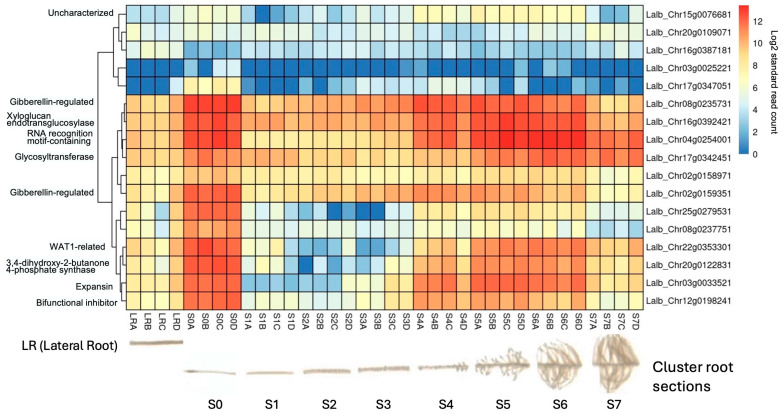
Hierarchical clustering of the 17 shared up-regulated genes using publicly available gene expression data [35] revealed that 10/17 (59%) were also induced in white lupin cluster roots, particularly in root tip section (S0) and just-emerging (S4), premature (S5), and mature (S6) cluster root sections, but not in early root sections S1–S3 nor in older cluster root sections (S7). The letters after the section numbers denote four biological replications (A–D); the colors indicate log2-transformed normalized reads.

**Figure 8:**
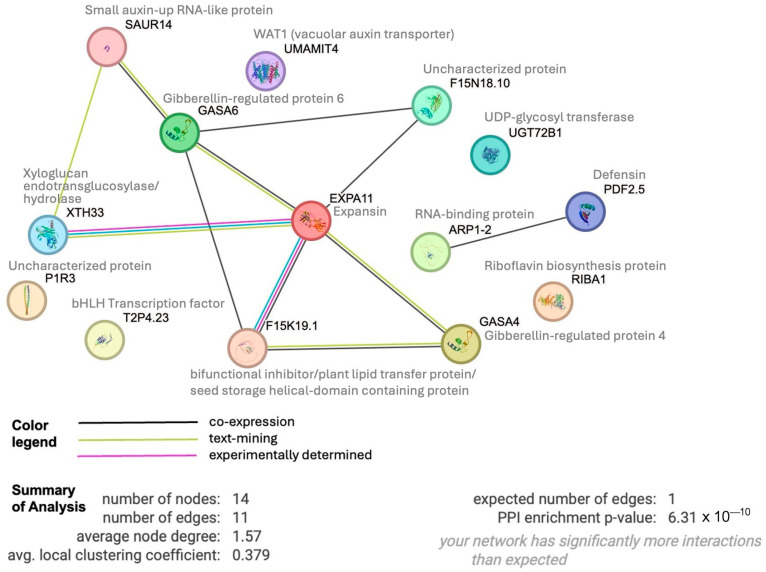
Protein interactome generated by STRING analysis (https://string-db.org) of 14 Arabidopsis homologs of our set of 17 shared up-regulated white lupin genes, revealing significant enrichment of interactions (*p*-value 6.3^−10^). Edges indicate possible connections based on co-expression (black), text mining (green) or experiments (magenta).

**Figure 9:**
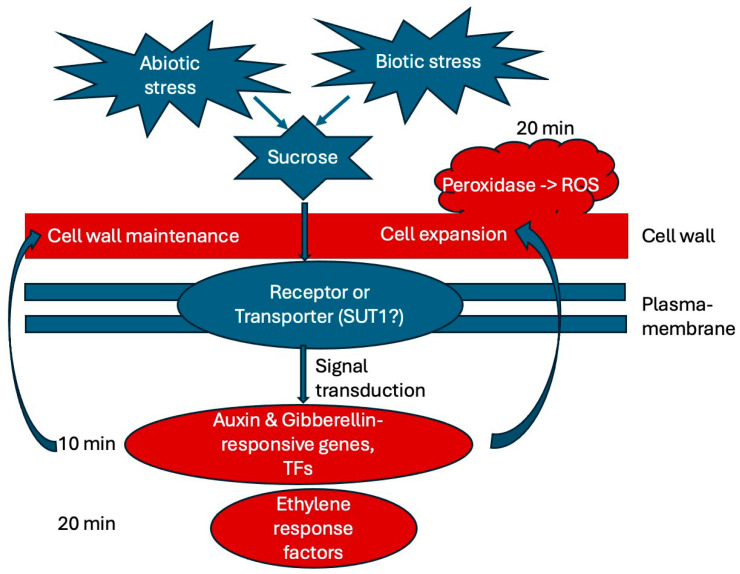
Working model summarizing the main findings of this study. External sucrose binds to a receptor or SUT (sucrose transporter) and triggers signal transduction pathways. Our results indicate that auxin and gibberellin are involved in the earliest (10 min) responses to sucrose exposure, while ethylene response factors and peroxidase are up-regulated at 20 min of sucrose treatment. Cell wall maintenance and cell expansion are among the most noticeable responses. Abbreviations: SUT (sucrose transporter), SnRK1 (sucrose-nonfermenting1–related kinase 1), ROS (reactive oxygen species), TFs (transcription factors).

**Table 1:** Sequence and mapping statistics.

cDNA Library– Biological Replicate	Number of Sequence Reads	Number of Mapped Sequences	Quality Mean	Length Range (after Trim)	Length Mean (after Trim)	Number of Mapped Genes
t0–rep 1	3,578,071	1,946,056	11	62–8182	700	22,960
t0–rep 2	3,820,082	1,903,893	11	61–7175	557	21,454
t0–rep 3	1,771,992	1,104,448	11	62–9278	748	21,427
t10–rep 1	3,118,626	2,063,375	11	61–8182	755	22,639
t10–rep 2	3,682,223	2,417,422	11	61–6392	774	23,322
t10–rep 3	2,230,808	1,296,886	11	61–11,327	699	22,243
t15–rep 1	2,177,882	1,043,045	11	61–6158	556	18,894
t15–rep 2	2,424,918	1,609,515	12	62–7296	765	22,278
t15–rep 3	4,093,433	2,059,972	11	62–11,327	620	24,655
t20–rep 1	3,996,371	2,656,449	11	62–8486	849	24,302
t20–rep 2	1,914,530	1,328,517	11	61–6542	843	21,933
t20–rep 3	2,736,983	1,450,390	11	62–12,545	578	22,544

**Table 2:** Seventeen genes up-regulated (log2FC ≥ 1.5, *p*-value ≤ 0.05) and two down-regulated (log2FC ≤ –1.5, *p*-value ≤ 0.05) at all three time points of sucrose exposure.

Gene ID, Description	Relevant GO Terms (Where Available)	10 min log2FC (*p*-Value)	15 min log2FC (*p*-Value)	20 min log2FC (*p*-Value)
Lalb_Chr03g0025221, Small auxin-up RNA (auxin-induced protein)	GO:0009733, response to auxin	5.1 (0.001)	4.0 (0.011)	4.3 (0.006)
Lalb_Chr16g0387181, Ovule protein	GO:0016020, membrane	4.6 (0.015)	5.3 (0.005)	4.2 (0.030)
Lalb_Chr25g0279531, Galactose-binding domain-containing protein		4.5 (0.003)	4.3 (0.005)	4.0 (0.009)
Lalb_Chr15g0076681, Uncharacterized protein		4.5 (0.006)	4.2 (0.012)	4.2 (0.011)
Lalb_Chr12g0198241, Bifunctional inhibitor/… domain-containing protein		4.4 (0.000)	4.4 (0.000)	3.7 (0.003)
Lalb_Chr22g0353301, WAT1-related (vacuolar auxin transport)	GO:0022857, transmembrane transporter	4.3 (0.004)	3.3 (0.029)	3.2 (0.034)
Lalb_Chr04g0254001, RNA recognition motif domain-containing	GO:0006397 (mRNA processing)	3.9 (0.004)	3.8 (0.007)	3.3 (0.017)
Lalb_Chr17g0342451, Glycosyltransferase	GO:0008194 (UDP-glycosyltransferase activity)	3.7 (0.014)	3.8 (0.012)	4.2 (0.005)
Lalb_Chr02g0158971, Transcription factor bHLH UPBEAT1	GO:0006355, regulation of DNA-templated transcription	3.4 (0.000)	3.0 (0.002)	3.3 (0.000)
Lalb_Chr20g0122831, 3,4-dihydroxy-2-butanone 4-phosphate synthase	GO:0009231 (riboflavin biosynthetic process)	3.2 (0.026)	3.0 (0.040)	2.9 (0.043)
Lalb_Chr17g0347051, Transcription factor bHLH family 61	GO:0006355, regulation of DNA-templated transcription	3.2 (0.037)	4.1 (0.007)	4.4 (0.003)
Lalb_Chr03g0033521, Expansin	GO:0009664 (plant-type cell wall organization)	3.0 (0.011)	2.6 (0.030)	2.5 (0.038)
Lalb_Chr16g0392421, Xyloglucan endotransglucosylase/hydrolase	GO:0071555 (cell wall organization)	3.0 (0.001)	2.6 (0.005)	2.5 (0.006)
Lalb_Chr20g0109071, Codeine 3-O-demethylase	GO:0008168, methyltransferase activity	2.9 (0.029)	2.9 (0.026)	4.0 (0.002)
Lalb_Chr08g0235731, Gibberellin-regulated protein	GO:0009744 (response to sucrose) GO:0009739 (response to gibberellin)	2.2 (0.010)	2.1 (0.014)	2.0 (0.020)
Lalb_Chr02g0159351, Gibberellin-regulated protein		2.1 (0.004)	2.0 (0.008)	1.6 (0.029)
Lalb_Chr08g0237751, Defensin	GO:0006952, defense response	1.9 (0.014)	1.7 (0.024)	1.6 (0.033)
Lalb_Chr19g0140251 Uncharacterized membrane protein		−6.6 (0.006)	−6.4 (0.007)	−6.6 (0.005)
Lalb_Chr05g0220091 Uncharacterized		−4.2 (0.015)	−3.8 (0.024)	−4.7 (0.008)

## Data Availability

Our data are freely accessible at NCBI GEO: GSE268152.

How the deposited data were processed for this re-analysis (not part of the article)

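Roots of hydroponically grown white lupin were sampled after 0 (control), 10, 15 or 20 min in 10 mM sucrose, with 3 libraries per time point and 12 in all, and cDNA was sequenced on 3 Oxford Nanopore flow cells, 1 for each biological replication. The sample labels describe 3 plants per replicate, whereas the paper describes 1.

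According to the paper, the authors oriented and trimmed the reads with Pychopper, mapped them to CNRS_Lalb_1.0 with Minimap2, assembled transcripts with StringTie, and counted transcripts and genes with Salmon in the Epi2me workflow. The values the authors deposited for each gene and library carry the name CPM. They are whole numbers (100.0% of the values), and their sum per library lies between 184071 and 407780. The deposited values were therefore used as a score, a rounded value whose scale the paper's text does not give. Whether they were normalized before rounding is unknown. The number of reads behind a single value is not known. Table 1 of the paper gives between 1043045 and 2656449 mapped reads per library.

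The deposited comparison table of the authors holds a mean signal over all libraries (baseMean), a log2 fold change, its standard error (a score), a test statistic (a score) and p-values before and after adjustment for each of 23427 genes and each time point against the control. The authors made it with DESeq2. The mean signal in the authors' table could be recovered from the whole numbers of the value table, with size factors between 0.702 and 1.27 and a relative difference of at most 3.6e-09. A line without a gene in the authors' table was left out. The log2 fold changes and p-values of the authors were used for the number of genes their table calls and for the overlap with the calls made here.

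All 23427 gene identifiers were found among the locus tags of the reference annotation of CNRS_Lalb_1.0. Protein names and GO terms are those the authors took from UniProt. A GO term was given for 17068 genes.

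The values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, with a trend in the variance, in a single fit with 4 groups. Genes with a value of at least 1 in at least 3 libraries were tested (19138 genes). Contrasts were each time point against the control, the mean of all sucrose libraries against the control, 20 min against 10 min, and an F test over the 4 groups at an adjusted p-value of 0.01, the limit the paper used for its time course. Genes were called with the thresholds of the paper, a log2 FC of at least 1.5 in size and an unadjusted two-sided p-value of at most 0.05, and separately with a Benjamini-Hochberg adjusted p-value of at most 0.05. For single genes, exact permutation tests (two-sided) compared 9 sucrose with 3 control libraries, and 3 libraries of 20 min with 3 of 10 min. The latter cannot reach a p-value under 0.1. Both reassign libraries without regard to the flow cell. The plan named the former only as a possible test and did not hold the latter, and both were put beside the limma results after these had been seen.

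Genes were named by a rule: every gene the paper gives by identifier in its text, methods, Table 2, Figure 3 or Figure 4 (65 genes), the 3 genes with the smallest p-value in each comparison with the control among those with all sucrose libraries on a single side of all control libraries (7 genes), and genes of the families the paper makes a claim about that pass the thresholds at the time of the claim (44 genes). Together these are 99 genes, and 2 of them overlap another gene in the annotation. The values that the paper prints for its genes had been seen when the rule was written.

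The 12 terms of Figure 6 found by name were tested with Fisher's exact test (one-sided), with the tested genes that have a GO term as background and adjustment over the 12 terms. These terms were reported from the same 12 libraries, so the p-values are not independent evidence. Families of genes were picked by words in the protein name or GO terms, and 11 families at 3 time points were tested with the rotation gene set test fry of limma (33 tests). It tests whether a family changed at all, not whether it differs from the other genes. The test camera of limma, run as an alternative, makes that comparison, and its lowest adjusted p-value was 0.973. The separation of libraries was measured as the share of the variation between groups, with an exact permutation test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for tables and tests.

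The replicate number names the flow cell and pairs libraries across time points. With each gene centred within its time point, the correlation between libraries of the same flow cell had a median of 0.284, 0.259 and 0.532 in flow cells 1, 2 and 3. Between libraries of different flow cells and time points it was -0.335. That value is negative in part by construction, because the 3 centred values of a time point sum to 0. Since libraries are paired by flow cell, a fit with the flow cell as a term is among the alternatives.

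The comparisons, the thresholds, the rule for named genes and the alternatives were set before the data were examined. The alternatives were 0.5 or 5 in place of 1 added before the logarithm, no filter, a stricter filter (a mean value of at least 5), the flow cell as a term in the model, a separate fit of each time point with the control, no trend in the variance, median-of-ratios scaling, and leaving out each of the 12 libraries in turn. Scaling by library totals and the flow cell term together with median-of-ratios scaling were added after the data had been seen. The planned fits with count models, edgeR and DESeq2, were not run, because the values carry the name CPM and it is unknown whether they are read counts.

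The fit was tested on simulated values that kept the mean of each gene in each flow cell and its spread, with 100 genes shifted up and 100 down by 3 on the log2 scale in all sucrose libraries. At 10, 15 and 20 min, 97% of the genes shifted up were called at each time point, and 50%, 51% and 52% of those shifted down, and among genes shifted down with a mean value of at least 5, 85.7%, 88.6% and 91.4%. Of the genes left unchanged among the 19138, 38, 40 and 29 were called up, and 42, 44 and 38 down. At an adjusted p-value of at most 0.05, 48.5%, 46% and 47% of the 200 shifted genes were recovered. With the flow cell as a term, 63.5%, 64% and 63.5% were recovered. At that limit, 10, 10 and 14 unchanged genes passed with the term, and 0, 0 and 1 without it.

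The quantitative PCR, the interactome and the cluster root profiles of the paper were not analysed here.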

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

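The comparison of 20 with 10 min was planned, and the tests of explanations for its results and for the other results of this part were chosen after the results had been seen. In 9 groups of 4 libraries from the same flow cell, 3 for each of the value total, the number of genes above 0 and the share of the 10 highest genes, no library stood apart from the others by Dixon's test (highest ratio of gap to range 0.667).

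Among the 99 named genes, 14 differed between 20 and 10 min at an unadjusted limma p-value of at most 0.05. Differences are in mean log2(value + 1), and many of these genes are listed at 0 in all libraries of a time point. Lower at 20 min were Lalb_Chr06g0166571 (-5.13), Lalb_Chr14g0370471 (-3.17), Lalb_Chr21g0319081 (-2.85), Lalb_Chr17g0346961 (-2.44), Lalb_Chr09g0321801 (-2.39), Lalb_Chr01g0016671 (-2.22), Lalb_Chr00c29g0407861 (-1.44) and Lalb_Chr19g0137001 (-1.21). Higher at 20 min were Lalb_Chr18g0050421 (1.33), Lalb_Chr06g0161101 (1.53), Lalb_Chr04g0257621 (1.77), Lalb_Chr06g0171051 (2.30), Lalb_Chr13g0302081 (2.52) and Lalb_Chr07g0181311 (2.89). In an exact permutation test (two-sided), 7 of the 14 had a p-value of 0.1, the smallest that 3 against 3 libraries allow, and the other 7 had 0.2 or 0.4.

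Adjusted over all genes tested, none of the 14 passed 0.05 in limma (lowest adjusted p = 0.992). Adjusted over the list alone, 5 of the 99 did: Lalb_Chr06g0166571, Lalb_Chr14g0370471, Lalb_Chr09g0321801, Lalb_Chr13g0302081 and Lalb_Chr07g0181311. The list was chosen partly on these libraries, so this is not independent evidence. Over all genes, the comparison gave 0 genes at an adjusted p-value of 0.05 in limma and 375 at an unadjusted one. A response that depends on the exposure time stays open as a biological explanation and was not tested beyond these values.

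The ribosomal protein L19 gene Lalb_Chr06g0166571 was listed at 0 in all control and 20 min libraries, with values of 23, 40 and 43 at 10 min and 0, 0 and 54 at 15 min. A neighbouring gene on chromosome 6, Lalb_Chr06g0166581 from 3561710 to 3563340, begins after its end at 3561554 and was looked at after its values were seen. Reads could have been divided between the neighbours by the assembly of transcripts. The sum of both genes was 86, 83 and 51 at 10 min and 28, 37 and 24 at 20 min. On the log2 scale, 20 min differed from 10 min by -1.26 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). Reads only divided between the neighbours would leave the sum unchanged, so these sums argue against sharing as the whole cause. A part played by shared reads and a change with time stay open, and chance cannot be excluded with 3 against 3 libraries.

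Of the 29 genes up-regulated at all 3 time points, 6 are not named by the paper: the expansin Lalb_Chr01g0008521 (log2 FC 1.94, 1.77 and 1.71 at 10, 15 and 20 min), the methyltransferase Lalb_Chr03g0033181 (1.60, 1.94 and 1.66), the BI/LTP gene Lalb_Chr05g0225621 (2.40, 2.25 and 1.99), the small auxin-up RNA gene Lalb_Chr08g0243451 (2.39, 2.37 and 2.34), and the uncharacterized Lalb_Chr15g0078411 (1.81, 2.33 and 2.53) and Lalb_Chr20g0113591 (1.72, 1.53 and 1.58). All of them except Lalb_Chr05g0225621 were chosen after their values were seen. Chance values of the shared controls alone gave as many genes up at all 3 time points in 0 of 100 simulations of independent genes, but genes are not independent, so this decides nothing. Scaling between libraries argues against a difference in library size as the whole cause, since 25 of the 29 genes passed at all 3 time points after median-of-ratios scaling. When the 12 libraries were regrouped at random, 7 of 100 groupings gave as many genes up at all 3 time points, the real one included, so chance cannot be excluded. Among 100 groupings with a library of each flow cell in every group, 12 did, the real one included. Besides the real grouping, 2 of the other 6 and 4 of the other 11 had at least 2 of the real controls in the reference group, so they are not free of the real comparison.

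The ZF-HD transcription factor gene Lalb_Chr14g0370471 on chromosome 14 from 11394290 to 11394790 is not named by the paper. It was listed at 0 in all control and 20 min libraries, with values of 6, 12 and 7 at 10 min and 4, 0 and 4 at 15 min. The difference in mean log2(value + 1) from the control was 3.17 at 10 min (limma p = 0.000103, adjusted p = 0.492; exact permutation p = 0.205 for all sucrose libraries against the control) and 1.55 at 15 min, and the latter call was lost without 15 min replicate 1 or 3. A response at the early time points stays open, and no technical explanation was tested for this gene.

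The BI/LTP gene Lalb_Chr05g0225711 (log2 FC 1.64 at 10 min) is not named by the paper either. Reads shared with Lalb_Chr05g0225671, a gene of the same protein name in the same cluster on chromosome 5, may account for the like values of both genes: the SD of their log2 ratio over the 12 libraries was 0.0381, the smallest of 1830 pairs among 61 genes with a mean value between 500 and 2500, where the next smallest was 0.0907 and the median 0.845. A change of both genes together stays open, and both were above all controls in all 9 sucrose libraries. The sequences of the genes were not compared.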

How the results depend on the processing

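The alternatives were set before the analysis, except library-total scaling and the flow cell term with median-of-ratios scaling, which were chosen after seeing the data. The cause of the shifts was not tested, except where fewer genes or libraries enter a test. Counts are given in the order up and down at 10 min, 15 min and 20 min, unless named otherwise.

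With 0.5 added before the logarithm, the counts were 266 and 42, 221 and 63, and 399 and 45, against 110 and 14, 86 and 22, and 133 and 25. Up at all 3 time points were 60 genes, down at all 3 were 4, up at 10 and 15 min 90, and 64 genes differed from all 3 other groups in a single direction when the control was the reference. With 5 added, they were 25 and 2, 14 and 4, and 7 and 8, with 5 up and 1 down at all 3, 10 up and 1 down at 10 and 15 min, and 6 apart from the control in all groups. Genes at an adjusted p-value of 0.05 fell from 1 to 0 at each time point, and 0 GO terms passed for genes up at all 3 time points, at 10 min and at 20 min.

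The stricter filter tested 6518 genes and gave 51 and 2, 35 and 7, and 48 and 6, with 17 up and 0 down at all 3, 23 up and 0 down at 10 and 15 min, 17 apart from the control in all groups, and 0 genes at an adjusted p-value of 0.05 at each time point and for all sucrose libraries together. It left 3 named genes that differ between 20 and 10 min. Without a filter, 4 genes were down at all 3 time points.

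With the flow cell as a term, 29 genes were down at 10 min, 38 were down at 20 min, and 2 genes reached an adjusted p-value of 0.05 over all sucrose libraries. Down-regulated transcription factors went from 3 to 5 with it. Among the other counts of genes in this part it moved none by more than 1.5 times. With each time point fitted alone with the control, 8 genes were down at 10 min, 88 up and 14 down at 20 min, 15 up and 1 down at all 3, and 0 reached an adjusted p-value of 0.05 at each time point. That setting gives no value for the F test or for all sucrose libraries together.

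Median-of-ratios scaling gave 73 up and 40 down at 20 min and 1 gene in the F test. Together with the flow cell term it gave 41, 43 and 63 down at the time points in turn, 10 down at 10 and 15 min, 1 gene in the F test and 4 over all sucrose libraries. Library-total scaling gave 28, 34 and 40 down and 1 gene in the F test. The share of called genes that were up at 20 min was 84.2%, 64.6% with median-of-ratios scaling and 69.2% with library-total scaling. At 10 min it was 88.7%, 79.4% and 73.8%. At 15 min it was 79.6%, 73.8% and 77.2%, and the number of genes up rose there from 86 to 93 and 115.

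GO terms passing fell from 3, 3 and 1 for genes up at all 3 time points, at 10 min and at 20 min to 0, 0 and 0 with the calls in the authors' deposited table, and from 1 to 0 at 20 min with all filtered genes as background.

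With each library left out in turn, up at 10 min ranged from 81 to 269, down at 10 min from 12 to 36, up at 15 min from 75 to 199, down at 15 min from 21 to 62, up at 20 min from 105 to 286 and down at 20 min from 19 to 44. Up at all 3 ranged from 18 to 85, down at all 3 from 1 to 11, up at 10 and 15 min from 31 to 123 and down at both from 3 to 16. The count at an adjusted p-value of 0.05 ranged from 0 to 2 at each time point and for 20 against 10 min, from 1 to 3 over all sucrose libraries, and from 0 to 1 in the F test. Genes apart from the control in all groups ranged from 20 to 92, and named genes that differ between 20 and 10 min from 9 to 15. The highest up counts at 10 and 15 min and at all 3 time points came without control replicate 3, and the highest at 20 min without control replicate 1 (286) closely before control replicate 3 (282).

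Of 180 calls of named genes at a p-value of at most 0.05, 114 held under every alternative set beforehand that gave a value with all libraries in, and 98 held whichever library was left out. None was reversed. Calls no longer past 0.05 numbered 23 with 5 added, 4 with 0.5 added, 48 with each time point fitted alone, 14 with either scaling, 3 with the flow cell term, 7 of the 86 tested under the stricter filter, and 51 without control replicate 2.

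The shares of the variation between time points and between flow cells kept their side of 0.05 in every alternative run. None of the 33 family tests passed an adjusted p-value of 0.05 in the alternatives run for them (the flow cell term, the stricter filter, 5 added, median-of-ratios scaling and the test camera of limma with estimated correlation), and 2 had an unadjusted one of at most 0.05 with the flow cell term, bHLH (0.0347) and photosystem or light genes (0.0337) at 20 min.

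Because most called genes have values of a few units, the added number and the filter limit what can be said of genes with a mean value under 5. The planned count models (edgeR and DESeq2) were not run, since it is unknown whether the values are read counts.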

Differences from the paper's values

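The paper's text gives 17 genes as up-regulated at all 3 time points, and limma gave 29. A count within 1.5 times the paper's is taken as coming within its value. The limma counts rest on values not scaled between libraries, unlike those of the authors' DESeq2 table. The counts with median-of-ratios scaling are closer to the authors' in this respect. Of the alternatives set before the data were examined, the stricter filter (17), the fit of each time point alone (15) and median-of-ratios scaling (25) come within the paper's value, and 0.5 added (60), 5 added (5), no filter (29), the flow cell term (35) and no variance trend (29) do not. Leaving out single libraries came within it in 6 of 12 cases.

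For genes up-regulated at both 10 and 15 min, the paper's text gives 29 and limma gave 44. The stricter filter (23), the fit of each time point alone (31) and median-of-ratios scaling (42) come within the paper's value, as do 7 of 12 fits with a library left out. With 0.5 added (90), 5 added (10), no filter (44), the flow cell term (52) and no variance trend (44) the value does not.

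At 10 min, the paper's Venn diagram adds up to about 57 up-regulated genes (Figure 2, read by eye), and limma gave 110. The stricter filter (51), median-of-ratios scaling (81) and leaving out control replicate 2 (81) come within it. With 0.5 added (266), 5 added (25), no filter (115), the flow cell term (132), the fit of each time point alone (94), no variance trend (110) and the other 11 libraries left out it does not.

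For genes down-regulated at 10 min, the paper's diagram adds up to about 24 (Figure 2, read by eye), and limma gave 14. No filter (16), the flow cell term (29), median-of-ratios scaling (21) and 8 of 12 fits with a library left out come within it, and leaving out 10 min replicate 1 gave 24. With 0.5 added (42), 5 added (2), the stricter filter (2), the fit of each time point alone (8) and no variance trend (14) it does not.

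At 20 min, the paper's diagram adds up to about 43 up-regulated genes (Figure 2, read by eye), and limma gave 133. The stricter filter (48) comes within it. With 0.5 added (399), 5 added (7), no filter (140), the flow cell term (166), the fit of each time point alone (88), no variance trend (132), median-of-ratios scaling (73) and each of 12 libraries left out it does not.

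The paper's text gives 4 up-regulated transcription factors and 1 down-regulated, and limma gave 27 and 3 at any time point, counted by protein name over all genes called. Counted in the same way, the authors' deposited table gives 16 and 7, so the way of counting also parts these values from the paper's. No alternative set before the data were examined comes within either value: the counts were 80 and 16 with 0.5 added, 2 and 0 with 5 added, 27 and 3 without a filter, 10 and 0 with the stricter filter, 30 and 5 with the flow cell term, 23 and 4 with each time point fitted alone, 27 and 3 with no variance trend, and 21 and 6 with median-of-ratios scaling. Nor did any fit with a library left out.

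In Table 2 the paper lists Lalb_Chr05g0220091 as down-regulated at all 3 time points, and limma did not call it at any (p = 0.0829, 0.0829 and 0.059; exact permutation p = 0.0818 for all sucrose libraries). Median-of-ratios scaling called it at 20 min (log2 FC -2.19). On the scale of ratios of group means, 45 of the 57 values in the paper's Table 2 could be compared and all 45 lay within 1 replicate SD, among them -4.14, -3.68 and -4.62 for this gene.

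The paper places an Ovule protein, Lalb_Chr16g0387181, and a defensin, Lalb_Chr08g0237751, among the genes up-regulated at all 3 time points. Limma did not call them at 20 min (log2 FC 1.97 and 1.46, limma p = 0.0567 and 0.0818; exact permutation p = 0.0227 and 0.0273 for all sucrose libraries). The flow cell term called the former. The other 15 genes of the list passed at all 3 time points.

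In Figure 3, the paper shows 4 genes as down-regulated at both 10 and 15 min, and 2 of the 4 passed. Lalb_Chr20g0122101 had a log2 FC of -1.50 at 10 min, just short of the threshold in size (limma p = 0.0363; exact permutation p = 0.0864 for all sucrose libraries), and -1.73 with median-of-ratios scaling, which called it. In Figure 4, the paper's tally of 20 up- and 20 down-regulated genes compares with 17 and 13 that passed.

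The paper gives the WRKY gene Lalb_Chr24g0393641 as highest at 10 min. Its log2 FC was 1.88 at 10 min and 2.06 at 15 min. The paper presents the rapid alkalinization factor Lalb_Chr02g0148131 as up-regulated at the early time points, and it also passed at 20 min (log2 FC 1.68), though not with median-of-ratios scaling (1.47).

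The paper reports responses to sucrose, REDOX events and brassinosteroids as enriched at 10 min. None of the genes of the terms of the same name in the deposited annotation (4, 4 and 20 genes) was up-regulated at 10 min in limma. The paper's Table 2 gives response to sucrose for Lalb_Chr08g0235731, which has no GO term in the deposited annotation and was up-regulated at 10 min (log2 FC 3.38). The paper reports the ethylene-activated signaling pathway as enriched at 20 min, and 0 of 44 genes of that term were up-regulated then, while 3 AP2-EREBP genes were. For terms this small, and with another annotation than the paper's, counts of 0 do not exclude the enrichment it reports. For auxin, at 10 min, 4 of 56 genes were up-regulated (adjusted p = 0.0015), and for iron ion transport 2 of 8 (adjusted p = 0.00344).

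Of the BI/LTP family, the paper counts 2 further genes as up-regulated at 10 min besides that of Table 2, and 6 further genes passed here. Fitted with the flow cell as a term, Lalb_Chr17g0337121 also passed at 10 min. Among the 6 are Lalb_Chr05g0225671 and Lalb_Chr05g0225711, which fell under the threshold with median-of-ratios scaling. In the authors' DESeq2 table these 2 had adjusted p-values of 0.00286 and 0.0186 at 10 min, with a log2 FC of 1.36 and 1.33. The paper does not name its criterion for the further genes, so unlike criteria may part the counts.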

Other observations

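The tests of explanations in this part were chosen after the results had been seen. The counts over other splits of the libraries belong to comparisons that were planned.

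Chance was weighed by splitting the same libraries in other ways. With 3 libraries against 3 there are 10 splits, so the share cannot fall under 0.1, and these splits cannot decide on chance at a single time point. A split and its mirror are counted as 1, with the larger of both directions as up and the smaller as down in every split, as in the real one. As many genes as in the real split were found up in 6, 7 and 6 of the 10 splits at 10, 15 and 20 min, and down in 10, 8 and 9. As many genes at an adjusted p-value of 0.05 were found in 2, 7 and 3 of them. For 20 against 10 min the real count is 0, so that all 10 splits reach it whatever the data, and this says nothing of chance. Among the 4 splits that part all flow cell pairs as the real one does, 1, 3 and 2 gave as many genes up at 10, 15 and 20 min. Each of the other 6 splits puts both libraries of at least 1 flow cell on the same side. In 100 simulations of unchanged, independent genes with shared controls, the highest numbers of genes up were 65, 58 and 56 at 10, 15 and 20 min, against 110, 86 and 133 observed, and 0 of 100 were as large. Genes in the real libraries are not independent, so chance stays open.

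For results over all 12 libraries, 100 groupings were drawn. As many genes were up at all 3 time points in 7 groupings, down at all 3 in 87, up at 10 and 15 min in 16 and down at both in 87. For all sucrose libraries together, the groupings were fitted with 2 groups, sucrose and control. That form of fit gave 2 genes at an adjusted p-value of 0.05 for the real grouping, against 1 in the fit with 4 groups, and at least 2 in 12 of 100 groupings, the real one included. Chance can therefore not be excluded for these counts. The F test gave 0 genes, a count that all 100 groupings reach whatever the data, so that it says nothing of chance.

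Simulations with shared controls gave as many genes down at all 3 time points as observed in 74 of 100, so chance values of the shared control libraries could account for the number of genes down at all 3 time points. More genes were up than down at 20 min, and the share fell from 84.2% to 64.6% with median-of-ratios scaling. At 15 min it fell from 79.6% to 73.8%, while the number of genes up rose from 86 to 93. Scaling between libraries and a real excess of up-regulated genes cannot be told apart at 20 min, because scaling could also lower a real excess. The control libraries have the lowest median total (259561), but hold both the lowest (184071) and the highest total (407780) of the 12 libraries, the latter in flow cell 3.

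Flow cells held 41.9% of the variation between libraries. On the first principal component the libraries of flow cell 3 lay apart, and those of flow cells 1 and 2 overlapped. The correlation between libraries of different flow cells reached 0.562. The flow cell is at the same time the biological replication, so a sequencing batch and a difference between plants cannot be told apart.

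Genes up at all 3 time points were also called from a pair of flow cells and looked at in the flow cell left out, to test whether low values of single control libraries may produce such lists. The 34 genes called without flow cell 1 had a median difference of -0.67 there, against 0.04 for all genes, and no random gene set of the same size and level was lower. Low values of single control libraries would give a median near that of all genes, and a shift to the other side is not accounted for. All 3 sucrose libraries were above the control in 7 of them (20.6%, against 13.5% of all genes). The 12 genes called without flow cell 2 had a median of 1.47 there against 0.39, above all random sets, and 6 had all sucrose libraries above the control (50%, against 38.1%). The 82 genes called without flow cell 3 had a median of 0.0774 there against 0.00, above 99.1% of random sets, and 15 had all sucrose libraries above the control (18.3%, against 15.4%). The median of -0.67 for the list called without flow cell 1 also lies opposite to a rise with sucrose, so it argues for neither explanation. It rests on a single control library, and its cause is undecided. For the lists called without flow cells 2 and 3, low control values and a change with sucrose stay open. Each flow cell holds a single control library, and that of flow cell 2 has the lowest total.

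In the authors' deposited table, the median unadjusted p-value was 0.782, 0.798 and 0.769 at 10, 15 and 20 min, and 111, 107 and 127 genes had a value of at most 0.05 (0.478%, 0.46% and 0.546%). An adjusted p-value of at most 0.05 was listed for 6, 5 and 5 genes, together 9 genes. A log2 fold change over 15 in size was listed for 6 of the 9. Few libraries above 0 may explain these values, since all 6 had a value above 0 in at most 4 of the 12 libraries, 4 were at 0 in all controls and 4 had their highest value in flow cell 3. Their lowest unadjusted p-value in limma was 0.0018. The others are the uncharacterized Lalb_Chr00c21g0405481 and the BI/LTP genes Lalb_Chr05g0225671 and Lalb_Chr05g0225711.

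With the flow cell as a term, 7 further genes were up at all 3 time points, among them the early nodulin gene Lalb_Chr07g0178771. Its values were 4, 2 and 143 in the control, 42, 118 and 766 at 10 min, 77, 64 and 952 at 15 min, and 43, 84 and 1391 at 20 min. A level that differs between flow cells may explain why it passed at 10 and 15 min with the term alone: the limma p-value at 10 min was 0.0575 without the term and 3.55e-05 with it. At 10 min the sucrose library was 10.5, 59 and 5.36 times the control library in flow cells 1, 2 and 3.

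The reference genes of the paper's quantitative PCR were measured by sequencing as well. The log2 FC of histone H2A, Lalb_Chr11g0072021, was 0.31, -0.02 and 0.11 at 10, 15 and 20 min, and 0.02, -0.10 and -0.19 with median-of-ratios scaling. That of the proteasome gene Lalb_Chr08g0243601 was -0.23, -0.47 and -0.17, and -0.46, -0.52 and -0.41 with that scaling. None of these values passed a p-value of 0.05 in limma.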
